# Variation in olfactory neuron repertoires is genetically controlled and environmentally modulated

**DOI:** 10.7554/eLife.21476

**Published:** 2017-04-25

**Authors:** Ximena Ibarra-Soria, Thiago S Nakahara, Jingtao Lilue, Yue Jiang, Casey Trimmer, Mateus AA Souza, Paulo HM Netto, Kentaro Ikegami, Nicolle R Murphy, Mairi Kusma, Andrea Kirton, Luis R Saraiva, Thomas M Keane, Hiroaki Matsunami, Joel Mainland, Fabio Papes, Darren W Logan

**Keywords:** olfactory receptor, RNAseq, variation, genetic regulation, environmental regulation, Mouse

## Abstract

The mouse olfactory sensory neuron (OSN) repertoire is composed of 10 million cells and each expresses one olfactory receptor (OR) gene from a pool of over 1000. Thus, the nose is sub-stratified into more than a thousand OSN subtypes. Here, we employ and validate an RNA-sequencing-based method to quantify the abundance of all OSN subtypes in parallel, and investigate the genetic and environmental factors that contribute to neuronal diversity. We find that the OSN subtype distribution is stereotyped in genetically identical mice, but varies extensively between different strains. Further, we identify *cis*-acting genetic variation as the greatest component influencing OSN composition and demonstrate independence from OR function. However, we show that olfactory stimulation with particular odorants results in modulation of dozens of OSN subtypes in a subtle but reproducible, specific and time-dependent manner. Together, these mechanisms generate a highly individualized olfactory sensory system by promoting neuronal diversity.

**DOI:** http://dx.doi.org/10.7554/eLife.21476.001

## eLife digest

Smells are simply chemicals in the air that are recognized by nerves in our nose. Each nerve has a receptor that can identify a limited number of chemicals, and the nerve then relays this information to the brain. Animals have hundreds to thousands of different types of these nerves meaning that they can detect a wide array of smells.

Smell receptors are proteins, and the genes that encode these proteins can be very different in two unrelated people. This could partly explain, for example, why some people find certain odors intense and unpleasant while others do not. However, having different genes for smell receptors does not by itself completely explain why some people are more sensitive than others to particular smells. The amounts of each nerve type in the nose might also differ between people and have an effect, but to date it has not been possible to accurately count them all.

Ibarra-Soria et al. have now devised a new method to essentially count the number of each nerve type in the noses of mice from different breeds. The method makes use of a technique called RNA-sequencing, which can reveal which genes are active at any one time, and thus show how many nerves are producing each type of smell receptor. Ibarra-Soria et al. learned that different breeds of mice had remarkably different compositions of nerves in their noses. Further analysis revealed that this was due to changes to the DNA code near to the genes that encode the smell receptor.

Next, Ibarra-Soria et al. sought to find out how the amount of each nerve type is controlled by giving mice water with different smells for weeks and looking how this affected their noses. These experiments revealed that a small number of the nerve types became more or less common after exposure to a smell. The altered nerves were directly involved in recognizing the smells, proving that the very act of smelling can change the make-up of nerves in a mouse’s nose.

These results confirm that the diversity in the nose of each individual is not only dictated by the types of receptors found in there, but also by the number of each nerve type. The next challenge is to understand better how these differences change the way people perceive smells.

**DOI:** http://dx.doi.org/10.7554/eLife.21476.002

## Introduction

Mapping the neuronal diversity within a brain remains a fundamental challenge of neuroscience. Quantifying variance in a population of neurons within and between individuals first requires precise discrimination of cellular subtypes, followed by an accurate method of counting them. While this has been achieved in a simple invertebrate model containing hundreds of neurons (White et al., 1986), applying the same approach to mammalian brains that encompass many millions of neurons represents a significant challenge (Wichterle et al., 2013).

The main olfactory epithelium (MOE) is an essential component of the olfactory sensory system. It contains olfactory sensory neurons (OSNs) that express olfactory receptors (ORs), the proteins that bind odorants (Buck and Axel, 1991; Zhao et al., 1998). The mouse genome codes for over a thousand functional OR genes, but each mature OSN expresses only one abundantly, in a monoallelic fashion (Hanchate et al., 2015; Saraiva et al., 2016; Tan et al., 2015; Chess et al., 1994). This results in a highly heterogeneous repertoire of approximately 10 million OSNs (Kawagishi et al., 2014) within the nose of a mouse, stratified into more than a thousand functionally distinct subpopulations, each one characterized by the particular OR it expresses. The monogenic nature of OR expression serves as a molecular barcode for OSN subtype identity. Thus, the MOE offers a unique opportunity to generate a comprehensive neuronal map of a complex mammalian sensory organ, and investigate the mechanisms that influence its composition and maintenance.

To date only a few studies have quantified the number of OSNs that express a given OR (Bressel et al., 2016; Fuss et al., 2007; Khan et al., 2011; Rodriguez-Gil et al., 2010; Royal and Key, 1999; Young et al., 2003). For the scarce data available (<10% of the full repertoire) reproducible differences in abundance have been observed between OSNs expressing different ORs (Bressel et al., 2016; Fuss et al., 2007; Khan et al., 2011; Young et al., 2003). This suggests variance in the representation of OSN subtypes exists within an individual, but the extent of variation between individuals is unknown. Moreover, the mechanisms that dictate the abundance of OSN subtypes are poorly understood. Most promoters of OR genes contain binding sites for Olf1/Ebf1 (O/E) and homeodomain (HD) transcription factors (Young et al., 2011), and these are involved in determining the probability with which the OR genes are chosen for expression (Rothman et al., 2005; Vassalli et al., 2011). Enhancer elements also regulate the gene choice frequencies of nearby, but not distally located, ORs (Khan et al., 2011). To date, these studies have focused only on a handful of OSN subtypes.

In addition to OR gene choice regulation exerted by genetic elements, it is conceivable that the olfactory system adapts to the environment. The MOE is continually replacing its OSN pool and the birth of every neuron presents an opportunity to shape the proportion of different subpopulations. It is also possible that relative OSN abundances could be altered by regulating the lifespan of each OSN subtype. Indeed activation extends a sensory neuron’s life-span (Santoro and Dulac, 2012), suggesting that persistent exposure to particular odorants may, over time, increase the relative proportions of the OSNs responsive to them. Some OSN subtypes do reportedly increase in number in response to odor activation, but others do not (Cadiou et al., 2014; Cavallin et al., 2010; Watt et al., 2004). Whether this variation reflects differences in the biology of OSN subtypes or experimental procedures is unclear.

Here, we fully map OSN diversity in the MOE and characterize the influence of both genetic and environmental factors on its regulation. We show that RNA sequencing (RNAseq) is an accurate proxy for measuring the number of OSNs expressing a particular OR type, and use this approach to quantify, in parallel, the composition of 1115 OSN subtypes in the MOE. We report that, while the repertoire of OSN subtypes is stable across individuals from the same strain, it reproducibly and extensively differs between genetically divergent strains of laboratory mice. We show that under controlled environmental conditions, these stereotypic differences in OSN abundance are directed by genetic variation within regulatory elements of OR genes that predominantly act in cis and are independent of the function of the OR protein. However, we find that persistent, but not continuous, exposure to specific odorants can also subtly alter abundance of the OSN subtypes that are responsive to such stimuli. Taken together, these results show that the OSN repertoire is shaped by both genetic and environmental influences to generate a unique nose for each individual.

## Results

### Olfactory sensory neuron diversity measured by RNAseq

Previously, we characterized the transcriptional profile of the whole olfactory mucosa (WOM) in adult C57BL/6J animals (hereafter termed B6) to generate hundreds of new, extended OR gene annotations (Ibarra-Soria et al., 2014). As each OR gene is expressed in only a small fraction of cells within WOM, differences in their abundance are difficult to distinguish from sampling bias. We hypothesized that mapping RNAseq data to significantly extended OR transcripts should increase detection sensitivity. With these models, OR gene mRNA level estimates in adult WOM increase, on average, 2.3-fold, but some increase almost 20-fold (Figure 1—figure supplement 1A). Despite this improvement, most OR mRNAs still have relatively low-expression values (Figure 1A). Nevertheless, they show a dynamic range of abundance levels (Figure 1A, inset) that are consistent between biological replicates, as indicated by their very high correlation values (median rho = 0.89, p<2.2 × 10^−16^).

**Figure 1.**
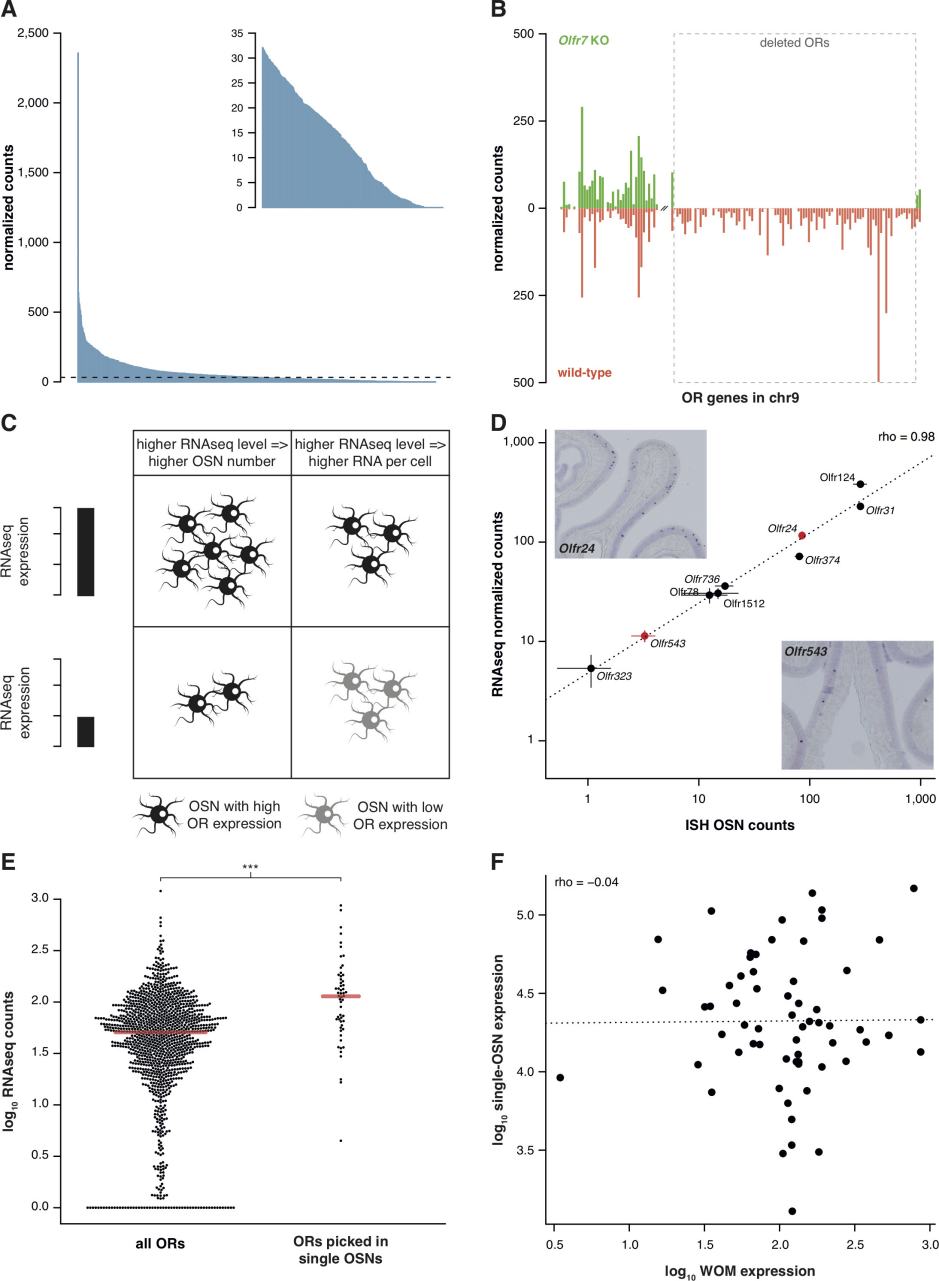
RNAseq is highly sensitive for OR mRNA detection and provides a measurement of OSN diversity. (**A**) Barplot of the mean normalized expression of 1249 OR genes from six biological replicates, accounting for gene length. Genes are ordered by decreasing abundance. The horizontal line is the median expression (32.06) and all the genes below it are shown in the inset. (**B**) Mean normalized mRNA expression values for the OR genes in chromosome 9 of the *Olfr7* cluster deletion mouse line (green; n = 3). The corresponding abundances in wild-type animals (orange) are shown as a mirror image (n = 3). The break on the x-axis separates the two OR clusters. The dotted box encloses the deleted ORs. (**C**) Unequal RNAseq expression levels for different OR genes can be explained by two scenarios: (left) an OR gene with high RNAseq levels is expressed by a larger number of OSNs than a gene with low RNAseq abundance; and/or (right) an OR with high RNAseq values is expressed in the same number of OSNs as one with low RNAseq values, but at higher levels per OSN. (**D**) Comparison of the number of OSNs that express nine OR genes assessed by in situ hybridization (ISH; x-axis) to the corresponding RNAseq values (y-axis). Error bars are the standard error of the mean (ISH n = 4, RNAseq n = 6). The line is the linear regression and the Spearman’s correlation coefficient (rho) indicates a very strong correlation. Representative ISH images of two OR genes (in red) are shown. (**E**) In single-cell RNAseq experiments, 63 OSNs were randomly collected from the MOE. The distribution of OR mRNA expression in WOM samples is plotted (left), alongside the equivalent values for the ORs that were present in the picked single-OSNs (right). There is a significant enrichment (p<6.44 × 10^−9^) toward collecting OSNs that express OR genes with high RNAseq counts in WOM. (**F**) Comparison of the normalized expression value for the highest OR detected in each of the 63 single-OSNs (y-axis) to the corresponding mean value in WOM (x-axis, n = 3). The line is the linear regression and the Spearman’s correlation coefficient (rho) indicates there is no correlation. See also Figure 1—figure supplement 1. **DOI:** http://dx.doi.org/10.7554/eLife.21476.003

**Figure 1—figure supplement 1.**
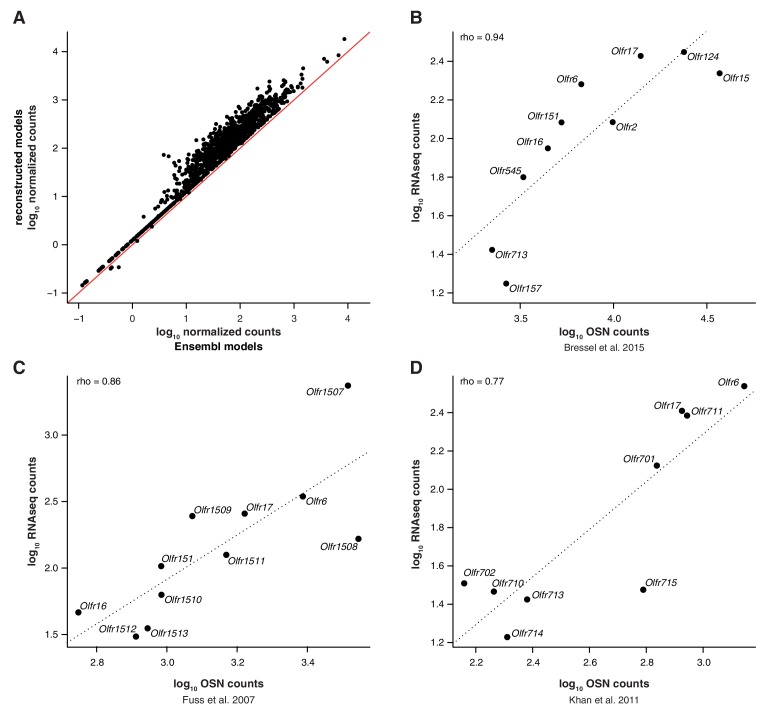
RNAseq expression values are a proxy for OSN number. (**A**) Scatter plot for the OR mRNA expression levels using Ensembl gene models (x-axis) or the extended gene models from Ibarra-Soria et al. (2014) (y-axis). The red line is the 1:1 diagonal. A substantial proportion of the OR repertoire’s mRNA expression levels increase when mapped to more complete gene models. (**B**) Comparison of the number of OSNs in the MOE that express 10 particular OR genes (x-axis) as assessed by Bressel et al. (2016), to the corresponding values in the RNAseq data (y-axis). The line is the linear regression and the Spearman’s correlation coefficient is indicated. The high correlation between these measurements indicate that the RNAseq expression estimates are a proxy for the number of OSNs that express each OR gene. (**C**) Comparison of the number of OSNs in the MOE that express a particular set of OR genes (x-axis), as assessed by in situ hybridization by Fuss et al. (2007), to the corresponding values in the RNAseq data (y-axis). The line is the linear regression and the Spearman's correlation coefficient is indicated. (**D**) Comparison of the number of OSNs in the MOE that express a particular set of OR genes (x-axis), as assessed by in situ hybridization by Khan et al. (2011), to the corresponding values in the RNAseq data (y-axis). The line is the linear regression and the Spearman’s correlation coefficient is indicated. **DOI:** http://dx.doi.org/10.7554/eLife.21476.004

To assess whether these low OR mRNA expression values are biologically meaningful or if they represent low-level technical artifacts of RNAseq analysis, we sequenced RNA from WOM of a mouse strain that has a targeted homozygous deletion of the *Olfr7* OR gene cluster on chromosome 9 (Xie et al., 2000; Khan et al., 2011), and compared their gene expression profile to control mice. From the 94 OR genes of the cluster that have been deleted, 83 (88.3%) have no counts in any of the three biological replicates. The 11 remaining genes have just one or two fragments mapped in only one of the replicates (Figure 1B), resulting in normalized counts of less than 0.4. In contrast, the control mice have from 14.2 to 498.1 normalized counts for the same genes. Together these experiments demonstrate that the use of extended gene models significantly increases the sensitivity to detect OR mRNA expression in WOM, and that the full dynamic range of abundances reflects true measures of OR gene expression.

The wide range of stereotypic OR gene expression can be explained by two scenarios, acting alone or in combination (Figure 1C): either (1) OR genes with high-expression values are monogenically expressed in more OSNs than those with low-expression values; and/or (2) OR genes are consistently expressed at different levels per OSN. To differentiate between these possibilities, we performed in situ hybridization (ISH) of probes specific to nine OR genes with expression values distributed across the dynamic range. We then counted the number of OSNs in which each OR is expressed (Figure 1D). We find very strong correlation between OSN number and RNAseq expression value (rho = 0.98, p=5 × 10^−5^). We additionally compared OR gene RNAseq expression levels with three independent measures of the number of OSNs expressing the same ORs (Bressel et al., 2016; Fuss et al., 2007; Khan et al., 2011). In all three cases, we find high correlations (Figure 1—figure supplement 1B–D). We next collected 63 single mature OSNs from WOM, and determined the OR gene most abundantly expressed in each using a single-cell RNAseq approach (Saraiva et al., 2016, unpublished data). If OR expression levels in WOM reflect the proportion of OSNs that express each receptor (Figure 1C), the probability of isolating each OSN type is not equal. Indeed, we find a strong selection bias towards OSNs that express OR genes with high RNAseq levels in WOM (hypergeometric test, p=6.44 × 10^−9^; Figure 1E), suggesting those OSN types are more numerous in the olfactory epithelium. Thus, consistent with a recent analysis in zebra fish (Saraiva et al., 2015), OR RNAseq values are an accurate measure of the number of each OSN subtype in the mouse WOM (scenario 1). But do consistent differences in OR mRNA levels per cell also contribute (scenario 2)? To test this, we quantified the mRNA levels of the most abundant OR gene in each of the 63 single, mature OSNs, normalized to three stably expressed OSN marker genes (Khan et al., 2013). We find OR mRNA levels vary within the single cells, but this does not correlate with expression levels across the WOM (rho = −0.04, p=0.7518) (Figure 1F). Analysis of ERCC spike-ins confirmed that the levels of OR mRNAs in single OSNs are reliable. Moreover, the single OSN transcript levels also positively correlate with transcript levels in pools of millions of OSNs (Saraiva et al., 2016). Together, these data demonstrate that OR mRNA levels obtained by RNAseq are an accurate proxy for quantifying the diversity of OSN subtypes that express each receptor.

### The OSN repertoire differs between strains of mouse

The relative proportion of each OSN subtype is stable between genetically identical animals. We have previously reported the expression of OR genes in B6 male and female mice (Ibarra-Soria et al., 2014). By applying full gene models to these data, here we confirm their OSN distribution profiles are remarkably similar (Figure 2A); only 1.2% of the OR gene repertoire is significantly differentially expressed (Figure 2B). To investigate whether this OSN distribution is a stereotypic feature of the species, we next reconstructed the WOM transcriptome of a different laboratory strain, 129S5SvEv (hereafter termed 129). The 129 genome has 4.4 million single nucleotide polymorphisms (SNPs) and 0.81 million small indels compared to B6 (Keane et al., 2011), of which we find 13,484 SNPs and 1,936 indels within our extended OR gene transcripts. As OR genes are particularly variable in coding sequence between strains of mice (Logan, 2014), mapping RNAseq data from other strains to a B6 reference genome results in biases in OR gene expression estimates (Figure 2—figure supplement 1A). We therefore generated a pseudo-129 genome on which to map the RNAseq data, by editing the reference genome at all polymorphic sites. We confirmed that the RNAseq expression estimates correlate with the number of OSNs that express the corresponding receptor genes in 129 animals, as judged by in situ hybridization (rho = 1, p=5.5 × 10^−6^; Figure 2—figure supplement 1B). From the 1,249 OR genes, we find 462 are significantly differentially expressed (DE) compared to B6 (false discovery rate (FDR) < 5%), representing 37% of the whole repertoire (Figure 2C,D).

**Figure 2.**
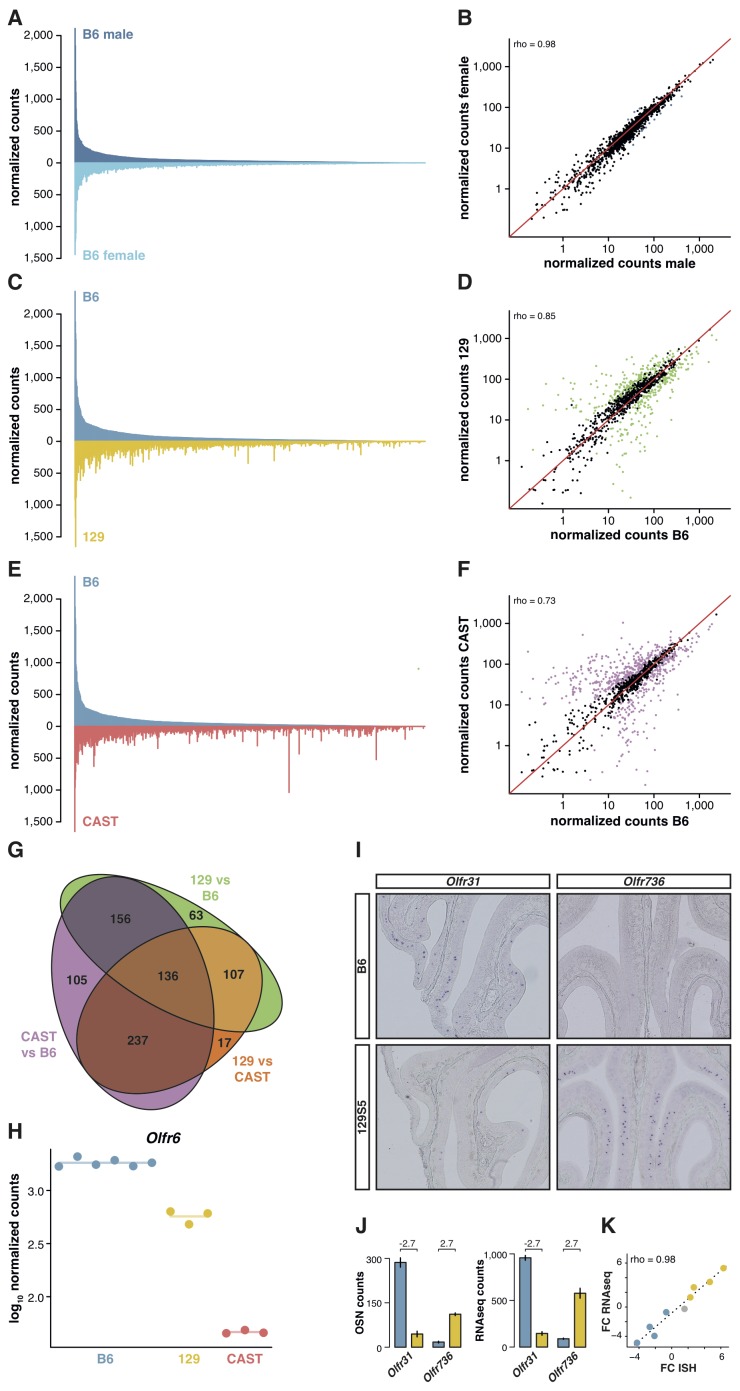
OSN diversity varies between mouse strains. (**A**) Mirrored barplot of the mean normalized RNAseq expression values for the OR genes in male (dark blue, top) and female (light blue, bottom) B6 animals (n = 3). (**B**) Scatter plot for the same data, with the Spearman’s correlation (rho) indicating a strong correlation. The red line is the 1:1 diagonal. Significantly differentially expressed (DE) OR genes are represented in blue, non-DE genes are in black. (**C**) Same as in (**A**) but with the average B6 expression in blue (both males and females, n = 6) compared to the corresponding 129 expression values in yellow (n = 3). (**D**) Corresponding scatter plot, with the significant DE genes in green. (**E**) Same as in (**A**) but comparing the B6 expression in blue (n = 6) to the CAST abundances in red (n = 3). (**F**) Corresponding scatter plot, with DE genes in purple. (**G**) Venn diagram illustrating the intersection of DE OR genes between the pairwise comparisons of the three strains. (**H**) An example of an OR gene, *Olfr6*, that is DE in all strain comparisons. (**I**) Representative in situ hybridizations (ISH) on coronal slices of B6 and 129 MOEs for two OR genes, *Olfr31* and *Olfr736*, that are DE between these strains. (**J**) The quantification of OSNs expressing each OR gene in B6 (blue) and 129 (yellow) are plotted alongside the corresponding RNAseq counts. The log_2_ fold-changes between the strains are indicated. (**K**) Fold-change between the strains obtained from ISH data (x-axis) or RNAseq counts (y-axis) for four DE OR genes expressed higher in B6 (blue), four expressed higher in 129 (yellow) and one expressed at equivalent levels in both strains (grey); these include *Olfr31* and *Olfr736*. The line is the linear regression and the Spearman’s coefficient (rho) indicates a strong correlation between OSN and RNAseq counts. See also Figure 2—figure supplement 1. **DOI:** http://dx.doi.org/10.7554/eLife.21476.005 10.7554/eLife.21476.006Figure 2—source data 1.OR expression data in three strains of mice.Excel workbook containing the normalized expression data for all OR genes in B6, 129 and CAST, along with the results of the differential expression analysis.**DOI:** http://dx.doi.org/10.7554/eLife.21476.006 10.7554/eLife.21476.007Figure 2—source data 2.Novel OR alleles in the CAST genome.Text file with the fasta sequences of the novel alleles identified in the CAST genome.**DOI:** http://dx.doi.org/10.7554/eLife.21476.007

**Figure 2—figure supplement 1.**
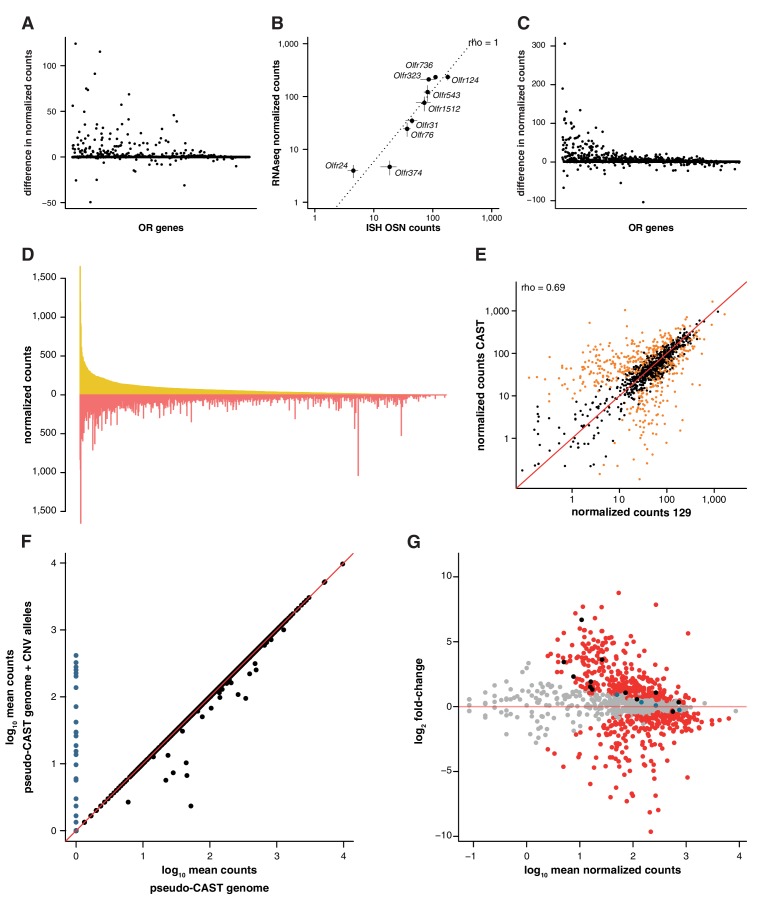
Differences in genetic background result in great variance in OSN subtype diversity. (**A**) The difference in mean expression values for OR gene mRNAs in 129 animals, as obtained by mapping to a pseudo-129 genome versus mapping to the B6 reference (n = 3). The genes are ordered by their decreasing mean expression value after mapping to the pseudo-129 genome. (**B**) Comparison of the number of OSNs that express nine OR genes assessed by in situ hybridization (ISH; x-axis) to the corresponding RNAseq values (y-axis) in 129 animals. Error bars are the standard error of the mean (ISH n = 4, RNAseq n = 3). The line is the linear regression and the Spearman’s correlation coefficient (rho) indicates a very strong correlation. (**C**) Same as (**A**) but for CAST RNAseq data mapped to a pseudo-CAST genome or the B6 reference (n = 3). (**D**) Mirrored barplot of the mean normalized expression values for the OR gene mRNAs in 129 (yellow) and CAST (red) animals. (**E**) Scatter plot of the same data as in (**C**), with the Spearman’s correlation value (rho) indicated. The red line is the 1:1 diagonal. Significantly differentially expressed (DE) genes are presented in orange. (**F**) Scatter plot of the mean OR raw RNAseq counts for the RNAseq CAST data mapped to the pseudo-CAST genome (x-axis) or to the pseudo-CAST genome plus additional OR alleles identified as CNVs (y-axis, n = 3). The red line is the 1:1 diagonal. The counts of the new alleles are represented in blue. Only mRNA from 36 other OR genes change their abundance; all lose counts that now map to the additional alleles. (**G**) Scatter plot for the differential expression analysis of the OR repertoire in B6 versus CAST. The mean mRNA expression for each OR gene is plotted against its fold-change between the strains. Those significantly DE are red and the rest grey. The horizontal red line indicates equal expression in both strains. Highlighted in black are the mRNAs from OR genes that, after accounting for the new OR alleles, lose their DE status; and in blue are those that become DE. **DOI:** http://dx.doi.org/10.7554/eLife.21476.008

To determine whether greater genetic diversity influences the variance in OSN repertoire, we repeated this experiment using a wild-derived strain from the *Mus musculus castaneus* subspecies (CAST/EiJ, henceforth CAST). This strain has more than 17.6 million SNPs and 2.7 million indels relative to B6 (Keane et al., 2011); of these, we counted that 45,688 SNPs and 6,303 indels are found within our extended OR transcripts. After mapping to a pseudo-CAST genome (Figure 2—figure supplement 1C), 634 OR genes are significantly differentially expressed (FDR < 5%) compared to B6, constituting 50.8% of the whole OR repertoire (Figure 2E,F). The changes in expression for some OR genes are dramatic: 132 genes have differences of at least eight fold. Taking all pairwise comparisons into account (including 129 vs CAST, Figure 2—figure supplement 1D,E), 821 OR genes (65.7%) are DE between at least two strains. One hundred and thirty-six of these are DE in all three pairwise comparisons (Figure 2G); for example, there are consistently different numbers of *Olfr6*-expressing OSNs in each strain (Figure 2H).

To determine if the DE OR genes between strains reflect differences in the proportions of OSN subtypes, we performed ISH with probes specific to OR genes with significantly different expression values between B6 and 129 (Figure 2I). We then counted the number of OSNs that express nine different OR mRNAs, in each strain, and compared this with their RNAseq expression values (Figure 2J). We find a high correlation between the difference in OSN number and the difference in RNAseq expression values between B6 and 129 (rho = 0.98, p=5 × 10^−5^; Figure 2K), demonstrating our RNAseq-based approach accurately measures the difference in OSN repertoires between strains.

OR gene clusters are enriched in copy number variants (CNVs) between individual human (Nozawa et al., 2007; Young et al., 2008) and mouse strain genomes (Graubert et al., 2007). Thus, it is possible that variance in OSN subtype representations are a consequence of different numbers of highly similar OR genes between strains. To assess this, we mined CAST genome sequence data (Keane et al., 2011) for heterozygous SNPs within annotated OR genes. We identified 51 ORs that contain 10 or more heterozygous SNPs, an indication of additional alleles. Using genome sequencing data from these genes, we identified 30 novel or misassembled OR genes. We remapped the CAST RNAseq data to a pseudo-CAST genome incorporating these new OR alleles and re-estimated the expression of the OR repertoire. The overall abundance profile remains unchanged except for 36 genes (Figure 2—figure supplement 1F). To assess whether this accounts for the observed differential expression between strains, we compared these estimates to B6. Only 12 of 634 OR genes lose their DE status, and 4 OR genes now become DE (Figure 2—figure supplement 1G). Thus, while differences in OR gene copy number minimally contribute to the diversity in OSN repertoire between three strains of mice, other mechanisms are responsible for most of the variation.

### Genetic background instructs OSN diversity independent of odor environment

Genetically divergent mouse strains produce different chemical odortypes in their urine (Kwak et al., 2012; Yamaguchi et al., 1981) and amniotic fluid (Logan et al., 2012). Therefore, each strain of mouse, when housed in homogeneous groups, is exposed to a unique pre- and post-natal olfactory environment. As odor exposure alters the life-span of OSNs in an activity-dependent manner (François et al., 2013; Santoro and Dulac, 2012; Watt et al., 2004), genetic variation could regulate OSN population dynamics either directly or indirectly, via odortype. We, therefore, devised an experiment to test and differentiate the influence of the olfactory environment from the genetic background.

We transferred four to eight-cell stage B6 and 129 zygotes to F1 mothers to ensure they experienced an identical in utero environment. At birth, B6 litters were cross-fostered to B6 mothers and 129 litters to 129 mothers. In addition, B6 litters received a single 129 pup, and 129 litters a single B6 pup. Therefore, each litter experienced a characteristic olfactory environment, but one animal (the *alien*) had a different genetic background from the others (Figure 3A). At 10 weeks of age, we quantified the OSN repertoires of six alien animals and six cage-mates using RNAseq. We found that the OSN repertoires cluster in two groups, clearly defined by genetic background (Figure 3B). The correlation coefficient for any two B6 samples was on average 0.97, with no significant difference between the environments (t-test, p=0.09). In contrast, the correlation for any B6 with a 129 sample had a mean of 0.89, which is significantly lower (t-test, p=3.8 × 10^−12^). Five hundred and seven OR genes, among 5475 other genes are DE between these mice when grouped by strain (Figure 3—figure supplement 1A). In striking contrast, across the whole transcriptome we find only mRNA from two genes that show differences in expression according to odor environment, both of which encode ORs (Figure 3C, Figure 3—figure supplement 1B). These data demonstrate that the diversity in OSN repertoire we observe between strains is almost entirely dictated by direct genetic effects. In a controlled environment, the influence of odortype on the development and maintenance of the MOE is minimal, perhaps restricted to only a few OSN subtypes.

**Figure 3.**
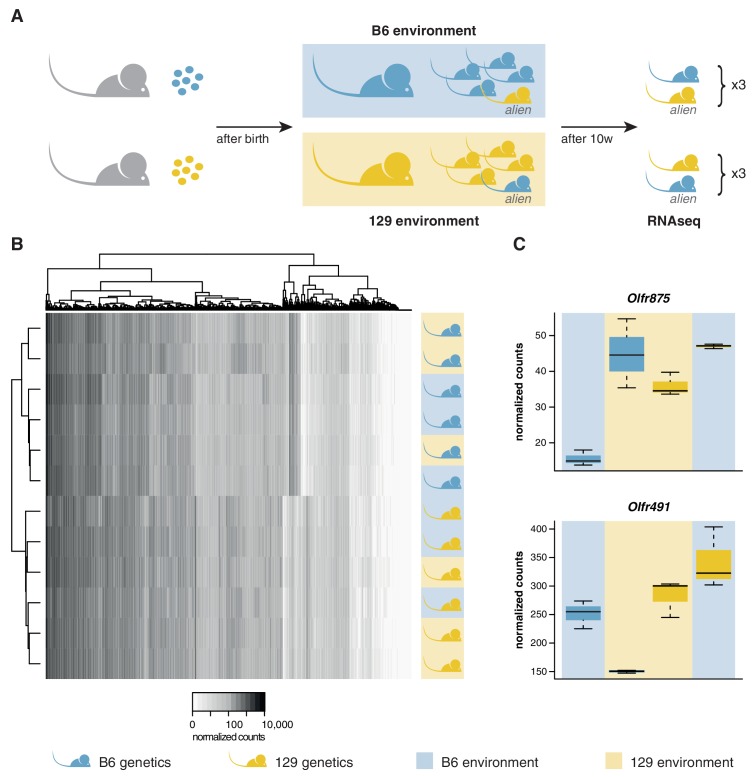
OSN diversity is determined by the genetic background and not by the olfactory environment. (**A**) Experimental strategy to differentiate genetic from environmental influences on OSN diversity. B6 (blue) and 129 (yellow) embryos, depicted as circles, were transferred into F1 recipient mothers (grey). After birth, the litters were cross-fostered to B6 and 129 mothers, respectively. Each B6 litter received one 129 pup (the alien) and vice versa. After 10 weeks, the WOM was collected for RNAseq from three aliens from each strain, and one cage-mate each. (**B**) Heatmap of the expression of the OR genes (columns) in all 12 sequenced animals (rows). Samples cluster by the genetic background of the animals. The strain and environment of each mouse is indicated through shading (right). (**C**) Differential expression analyses revealed mRNA from only two genes, *Olfr875* and *Olfr491*, that are significantly altered based on the olfactory environment. Expression values are shown for each group. Blue and yellow boxes indicate B6 or 129 animals respectively, and the background indicates the olfactory environment. See also Figure 3—figure supplement 1. **DOI:** http://dx.doi.org/10.7554/eLife.21476.009

**Figure 3—figure supplement 1.**
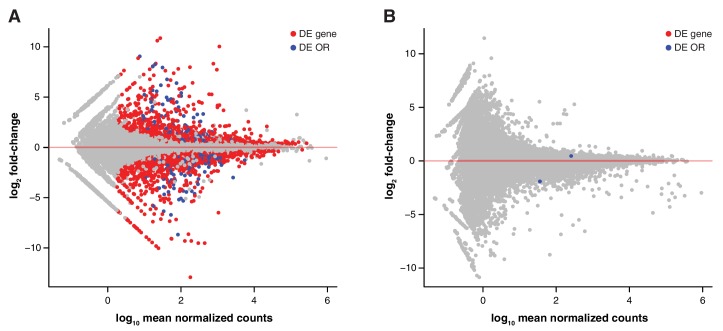
Genetic but not environmental factors regulate OSN subtype abundance. MA plots of the transcriptome-wide differential expression analysis between aliens and cage-mates, testing for the effect of (**A**) a different genetic background and (**B**) a different olfactory environment. Significantly DE ORs are represented in blue; other DE genes are in red. **DOI:** http://dx.doi.org/10.7554/eLife.21476.010

### OSN diversity profiles are independent of OR function and are controlled in *cis*

The indifference of the OSN repertoire to the olfactory environment suggests its development and maintenance is not influenced by the specific activity of OR proteins or, by inference, their protein coding sequence. To further test this, we analyzed the OSN repertoire of newborn pups. We identify the presence of 1,198 (95.9%) OSN subtypes across a dynamic range of abundance (Figure 4A). The differential proportions of OSNs expressing particular OR genes are therefore already present during the development of the MOE, suggesting that it is not dependent on the activity of the OSNs nor on differences in OSN life-span.

**Figure 4.**
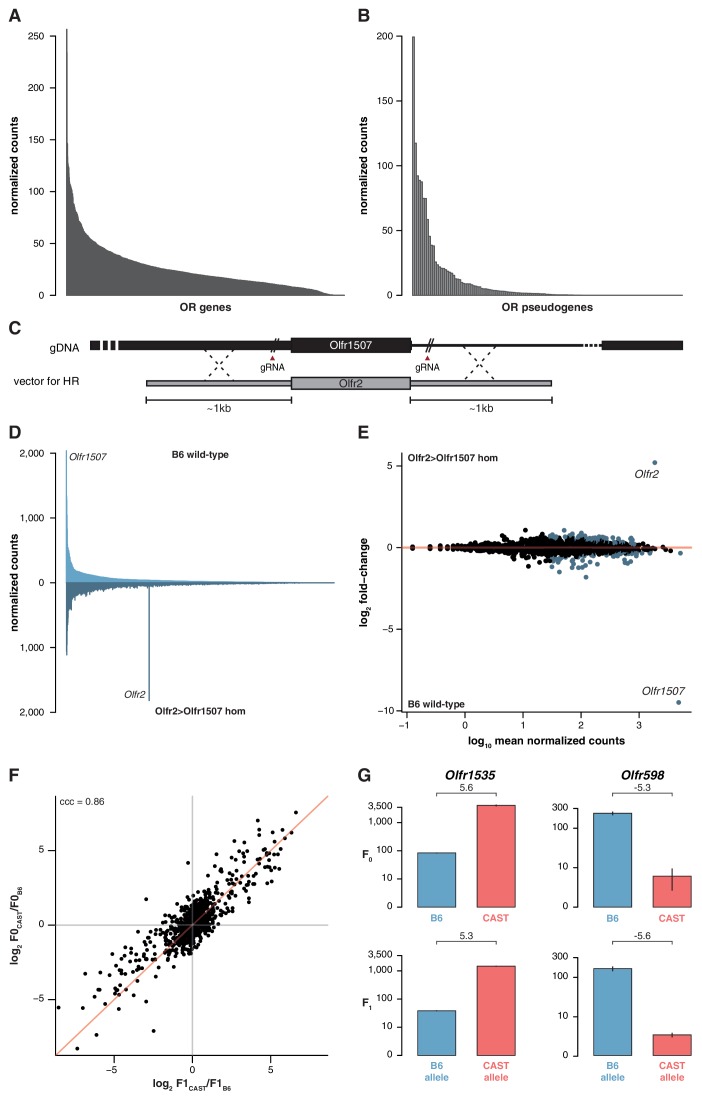
OSN diversity is independent of OR activity and is controlled in *cis*. (**A**) Mean normalized expression of the OR mRNA in the WOM of newborn B6 animals, arranged from most to least abundant (n = 3). (**B**) Mean normalized mRNA expression of 134 annotated OR pseudogenes in the B6 adult WOM (n = 6). (**C**) A genetically modified mouse line was produced that contains the coding sequence (CDS) of *Olfr2* in place of *Olfr1507* (*Olfr2 > Olfr1507*). The strategy combined the use of CRISPR-Cas9 technology to create double-strand breaks on either side of the *Olfr1507* CDS, and a DNA vector containing the *Olfr2* CDS along with ~1 kb homology arms for homologous recombination (HR). (**D**) Mirrored barplot of the mean normalized mRNA expression values for the OR repertoire in B6 animals (light blue, top; n = 4) and in *Olfr2 > Olfr1507* homozygous (hom) mutants (dark blue, bottom; n = 4). *Olfr2* becomes the most abundant OR and *Olfr1507* is no longer expressed in the genetically modified line. (**E**) Scatter plot of the mean normalized counts (x-axis) of OR genes versus the log_2_ fold-change between *Olfr2 > Olfr1507* homozygotes and WT controls (y-axis, n = 4). OR genes that are significantly differentially expressed are represented in blue. *Olfr2* and *Olfr1507* are strikingly different, whereas the rest of the repertoire is equivalent or very slightly altered. (**F**) Comparison of the fold-change of the CAST versus B6 OR expression (y-axis) to the fold-change between the CAST and B6 alleles in the F1 (x-axis). The genes fall largely on the 1:1 diagonal (red line) indicating the mRNA expression pattern observed in the parents is preserved in the F1 and thus OR abundance is controlled in *cis*. The concordance correlation coefficient (ccc) is indicated, which quantifies the correlation between the two fold-change estimates while correction for agreement on the x=y line. (**G**) Examples of the normalized mRNA expression in the parental strains (top) of an OR gene that is more abundant in CAST (*Olfr1535*) or in B6 (*Olfr598*). The corresponding mRNA abundance of each allele in the F1 (bottom) is preserved. The log_2_ fold-change is indicated for each comparison. Error bars are the standard error of the mean. See also Figure 4—figure supplement 1. **DOI:** http://dx.doi.org/10.7554/eLife.21476.011 10.7554/eLife.21476.012Figure 4—source data 1.OR expression data in the *Olfr2 > Olfr1507* mouse.Excel workbook containing the normalized expression data for all OR genes in the *Olfr2 > Olfr1507* mouse line and B6 controls, along with the results of the differential expression analysis.**DOI:** http://dx.doi.org/10.7554/eLife.21476.012 10.7554/eLife.21476.013Figure 4—source data 2.Number and coordinates of OE and HD binding sites in OR gene promoters.Excel workbook detailing the number of Olf1/Ebf1 (OE) and homeodomain (HD) transcription-factor-binding sites predicted by RegionMiner, for 1 kb upstream of the transcription start site (TSS) of OR genes (as reported in Ibarra-Soria et al., 2014) in all three strains. The genomic coordinates of each motif are also provided. Note that while the coordinates for the B6 data are from the reference mouse genome (GRCm38), those for 129 and CAST are based on the constructed pseudo-genomes and will not match the reference genome annotation.**DOI:** http://dx.doi.org/10.7554/eLife.21476.013

**Figure 4—figure supplement 1.**
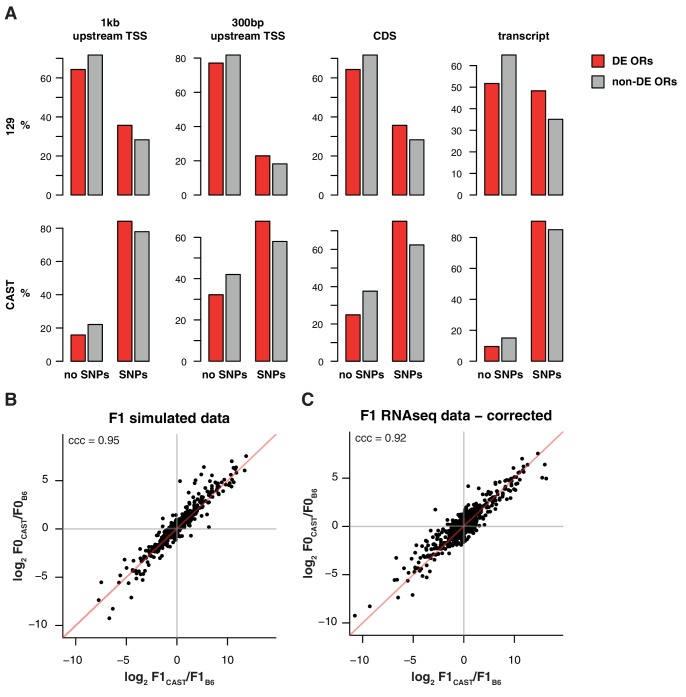
Differentially represented ORs have more variation. (**A**) The proportion of OR genes that have no SNPs (left) or at least one SNP (right), between the B6 and 129 (top) or B6 and CAST (bottom) genomes. Data are further subdivided by whether mRNA from the OR is significantly differentially expressed (DE; red) or not (grey) between the corresponding strains. Across both strains and all sequence windows, a smaller proportion of invariant ORs are DE, while in ORs with sequence variation a larger proportion are DE. (**B**) Comparison of the fold-change of the CAST versus B6 OR expression (y-axis) to the fold-change between the CAST and B6 alleles in an in silico generated F1 (x-axis). The genes fall largely on the 1:1 diagonal (red line), but some deviation is observed. Such deviations can be attributed to technical noise. The concordance correlation coefficient (ccc) is 0.95. (**C**) The deviation from the x=y line in (**B**) was subtracted from the fold-change estimates from the real F1 data (Figure 4F) and the resulting estimates are plotted (x-axis) against the parental fold-change (y-axis). The ccc increases from 0.86 to 0.92 suggesting that a proportion of the deviation from equality observed in Figure 4F is due to technical noise. **DOI:** http://dx.doi.org/10.7554/eLife.21476.014

Next, we analyzed the expression of ORs that are pseudogenized and do not produce receptor proteins capable of odor-mediated activity, but can be co-expressed with functional ORs (Serizawa et al., 2003; Saraiva et al., 2016). These are represented in OSNs with a very similar distribution to functional OR genes (Figure 4B). Moreover, we analyzed the OR genes that encode identical protein-coding sequences between different strains. 36.3% of the OSN subtypes that express identical ORs are differentially represented between 129 and B6. 44.8% are differentially represented between CAST and B6. Together, these results suggest that the proportion of each OSN subtype is not dependent on its endogenous OR receptor activity.

To directly test whether the abundance of a particular OSN subtype is influenced by the identity of the receptor protein it expresses, we used CRISPR-Cas9 to replace only the coding sequence of *Olfr1507* with that of *Olfr2* (referred to as *Olfr2 > Olfr1507*), in a pure B6 genetic background (Figure 4C). OSNs expressing *Olfr1507* are the most common subtype in B6, while *Olfr2* expressing OSNs are ranked 334th by decreasing abundance. Homozygous *Olfr2 > Olfr1507* animals have 47 fold more *Olfr2*-expressing OSNs compared to controls, and is the highest subtype in these animals (Figure 4D). DE analysis of OR genes supports the striking reciprocal differences in *Olfr1507* and *Olfr2*-expressing OSNs in the *Olfr2 > Olfr1507* animals, but we also find 118 other OSN subtypes with significant, albeit comparatively subtle, differences (over 90% have fold-changes < 2) (Figure 4E). Taken together, these data indicate that the extensive variance in OSN subtype composition we observe in mice is determined by the wider genetic architecture of the animal, and is independent of the function of the OR protein each subtype expresses.

To investigate how genetic background influences OSN subtype abundances, we mined 129 and CAST whole genome sequences (Keane et al., 2011) for SNPs and short indels in regulatory regions of OR genes. We find that differentially represented OSN subtypes express OR genes with significantly greater amounts of variation in their coding sequence, whole transcript and regions of 300 bp or 1 kb upstream of the transcription start site, for both the 129 and CAST genomes (Mann-Whitney one tail, p<0.02 for 129 and p<0.0002 for CAST; Figure 4—figure supplement 1A). Further, we scanned OR gene promoters for O/E and HD binding sites. In the CAST genome, 58 and 310 putative OR promoters have gains or losses of O/E and HD-binding sites respectively, compared to the B6 genome. In contrast, only 12 and 46 OR promoters show differences in the number of O/E and HD-binding sites, respectively, when comparing the 129 and B6 genomes.

We therefore hypothesized that OSN subtype repertoires are generated via sequence variance in OR gene promoter and/or local enhancer elements, which dictate the frequency of OR gene choice. For two OR gene clusters, it has been demonstrated that enhancer/promoter interactions act in cis and do not influence the expression of the homologous OR allele on the other chromosome (Fuss et al., 2007; Khan et al., 2011; Nishizumi et al., 2007). However, recent chromosome conformation capture experiments revealed interchromosomal interactions between OR enhancer elements (Markenscoff-Papadimitriou et al., 2014). Moreover, the differential representation of 118 other OSN subtypes in the *Olfr2 > Olfr1507* line (Figure 4E), 108 of which express ORs that are located on a different chromosome from *Olfr1507*, is consistent with the possibility that genetic modification of one OR locus directly influences the probability of choice in other ORs, in trans.

To determine whether the genetic elements that instruct the whole OSN repertoire are *cis*- or *trans*-acting, we carried out an analysis at the OR allele level in B6 × CAST F1 hybrids. Following the logic of (Goncalves et al., 2012), if the genetic elements act in cis then we would expect the OSN subtypes that differ between B6 and CAST to be maintained between OSNs expressing the corresponding B6 and CAST alleles within an F1 hybrid. On the other hand, if the elements act in trans the number of OSNs that express the B6 derived allele in the F1 would not differ from those that express the CAST allele.

Within F1 mice, 840 OSN subtypes (67.2%) expressed OR mRNAs that could be distinguished at the allelic level. The ratios between B6 and CAST OSN subtype abundance (F0) strongly correlate with the ratios between alleles in the F1 hybrids at approximately 1:1 (concordance correlation coefficient (ccc) = 0.86; Figure 4F). In other words, taken across over 800 OSN subtypes, those expressing a B6 OR allele in F1 animals have the same repertoire as the B6 parent, while the subtypes expressing the CAST OR allele match the CAST parent (Figure 4G). To better understand the significance of any deviations from 1:1 concordance in specific OSN subtypes, we corrected for technical noise associated with distinguishing allelic expression at low counts (see Materials and methods; Figure 4—figure supplement 1B,C). The corrected data has a stronger correlation (ccc = 0.92) and the best fit of this data matches 1:1 concordance (C_b_ = 0.999). We therefore conclude that, collectively, the genetic elements dictating the abundance of over 800 OSN subtypes act in cis. However, we cannot exclude the possibility that a small contribution from *trans*-acting elements may account for subtle deviations from unity for some OSN subtypes.

Taken together, these data are consistent with a predominant model where genetic variation in local, non-coding regulatory elements determines the probability with which each OR gene is chosen early in OSN neurogenesis.

### Acute but not chronic odor exposure affects OR mRNA expression in the WOM

Previous studies have shown that OSNs activated by their cognate ligands have increased life-span (François et al., 2013; Santoro and Dulac, 2012; Watt et al., 2004). With time, longer survival rates should translate into enrichment in the neuronal population, compared to those OSN types that are mostly inactive (Santoro and Dulac, 2012). However, we found no evidence of different strain- or sex-derived odors influencing the OSN repertoire (Figures 2A and 3B). Because these odor exposures were temporally constant, we hypothesized that the absence of an observed environmental influence on OSN repertoire could be due to olfactory adaptation (a reduction of specific olfactory sensitivity due to prolonged odor exposure, reviewed in [Zufall and Leinders-Zufall, 2000]).

To test this, we exposed mice to a mix of four chemically distinct odorants (acetophenone, eugenol, heptanal and (R)-carvone). The odorant mixture was added to the drinking water supplied to the animals to avoid adaptation, such that they could smell the odor mixture when they approached the bottle to drink (Figure 5A). We collected the WOM from animals exposed to the odorants for 24 weeks from birth, along with water-exposed controls, and performed RNAseq. DE analysis reveals 36 OR genes with significantly different mRNA levels (FDR < 5%), with similar numbers more or less abundant in the exposed animals (Figure 5B, Figure 5—figure supplement 1). We selected seven OR genes with the biggest fold-changes in mRNA level for which specific TaqMan qPCR probes were available, and validated their expression levels in a larger cohort. The results indicate that all the tested genes have mRNA levels that are statistically significantly different from controls (t-test, FDR < 5%) and the direction of the expression changes are concordant with the RNAseq data (Figure 5C).

**Figure 5.**
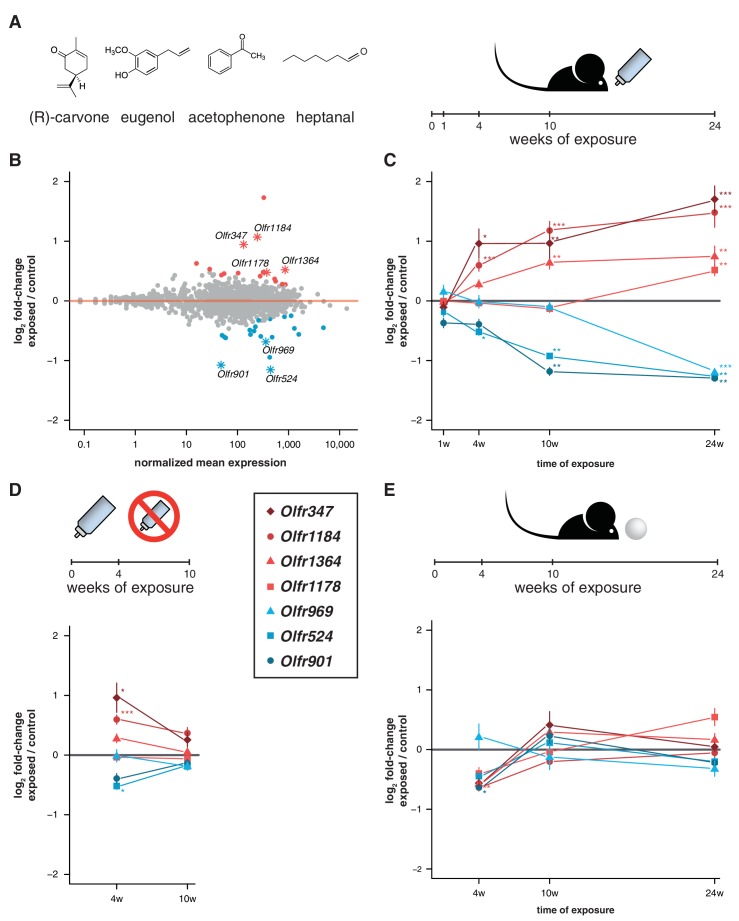
Acute but not chronic exposure to odors alters OR mRNA abundance. (**A**) Four different odorants were mixed together and used to stimulate B6 animals. In an acute paradigm, the odor mix was added to the drinking water supplied to the animals and WOM was collected at different time-points. (**B**) WOM from animals exposed for 24 weeks and matched controls were sequenced (n = 6). The plot shows the normalized mean mRNA expression value (x-axis) for each OR gene compared to its fold-change in exposed versus control samples (y-axis). Genes highlighted in red or blue have significantly up- or downregulated mRNAs, respectively. OR genes represented by an asterisk were selected for further validation. (**C**) qRT-PCR validation of the DE genes highlighted in (**B**). The mean fold-change between exposed and control samples is plotted for animals exposed for differing periods of time (x-axis). After 24 weeks of exposure, all the genes are significantly DE (n = 8–13). (**D**) Animals were acutely exposed to the odor mix for four weeks and then the stimulus was removed for 6 weeks. After the recovery period none of the OR mRNAs are significantly different from controls (n = 8). (**E**) A chronic exposure paradigm was tested by presenting the odor mix on a cotton ball, placed in the cages of the animals for 24 hr a day. The WOM was collected at different time-points. The genes previously shown to be DE were tested by qRT-PCR and none show consistent changes in mRNA levels across time (n = 3–10). T-test, FDR < 5%; * < 0.05, ** < 0.01, *** < 0.001. Error bars are the standard error of the mean. See also Figure 5—figure supplement 1. **DOI:** http://dx.doi.org/10.7554/eLife.21476.015 10.7554/eLife.21476.016Figure 5—source data 1.OR expression data in odor-exposed mice.Excel workbook containing the normalized expression data for all OR genes in control and mice exposed to the mixture of (R)-carvone, heptanal, acetophenone and eugenol; along with the results of the differential expression analysis.**DOI:** http://dx.doi.org/10.7554/eLife.21476.016

**Figure 5—figure supplement 1.**
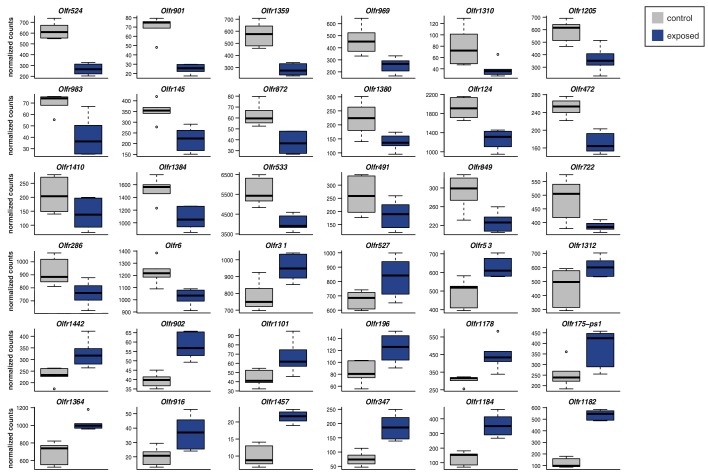
Specific OSN subtypes change in abundance upon olfactory stimulation. Significantly DE OR genes (FDR < 5%) after 24 weeks exposure to a mixture of (R)-carvone, heptanal, acetophenone and eugenol. The boxplots represent expression values for six controls (grey) and six exposed (blue) animals. **DOI:** http://dx.doi.org/10.7554/eLife.21476.017

To characterize the temporal dynamics of these OR mRNAs, we tested their expression after different periods of exposure (1, 4 and 10 weeks) in independent samples. After 1 week of treatment, none showed significant differences from controls, which is expected since young pups do not drink from the odorized water bottle. After 4 weeks, three of the OR genes are DE from controls, and at 10 weeks, five out of the seven receptors are DE (t-test, FDR < 5%; Figure 5C). To assess the plasticity of these changes, we stimulated a group of animals for four weeks, and then removed the odor stimuli for an additional 6 weeks. In these mice, none of the OR genes are DE from controls (Figure 5D). Thus, the abundance of specific OR types in WOM is increasingly altered, over a period of weeks to months, upon frequent environmental exposure to defined olfactory cues. These differences are reversible and require persistent stimulation to be maintained.

To investigate whether olfactory adaptation blocks this effect, we presented the same odor mixture on a cotton ball inside a tea strainer (Figure 5E), such that the stimuli are present in a sustained manner. None of the same seven OR genes are DE after 24 weeks, nor are any consistently dysregulated during the course of the exposure experiment (t-test, FDR < 5%; Figure 5E). Therefore, when odorants are present in the environment in a constant manner (similar to those differentially produced by gender or strains of mice), the OR mRNA abundance levels most responsive to acute exposure remain unchanged.

### Differential regulation of OR gene mRNAs is odorant-specific

If temporal differences in OR mRNA abundance are a consequence of odorant-specific activity, exposure to different odorants should lead to the differential expression of discrete subsets of OR genes. To test this, we odorized the drinking water with (R)-carvone alone, heptanal alone, or with the combination of both (Figure 6A). After 10 weeks of exposure, we tested the expression of the seven DE OR mRNAs that were responsive to the four odor mix (acetophenone, eugenol, heptanal and (R)-carvone), by TaqMan qRT-PCR. None of the genes are significantly DE in the animals exposed to (R)-carvone alone. However, four of the seven OR genes have mRNA levels significantly different in the animals exposed to heptanal, or to the combination of both odorants (t-test, FDR < 5%; Figure 6—figure supplement 1A). We next carried out a transcriptome-wide analysis by RNAseq, finding 43 OR genes significantly DE in at least one of the conditions (FDR < 5%) of which 32 (74.4%) are upregulated in the odor-stimulated animals (Figure 6B). Exposure to (R)-carvone or heptanal resulted in a change in mRNA expression of 15 and 20 OR genes, respectively. These sets of receptors are almost completely independent, with only one OR mRNA significantly upregulated in both groups (*Olfr538*; Figure 6C–D). The animals that were exposed to both odorants simultaneously showed significant changes in mRNA levels for 24 OR genes, 15 of which are shared with the individually exposed groups (hypergeometric test, p=1.87 × 10^−19^). Almost 40% of the ORs that show significant changes when exposed to all four odorants (Figure 5B) are also significantly altered in one or more of the groups exposed to (R)-carvone, heptanal or their combination. Thus, together these data demonstrate that acute environmental exposure to the odorants alters the global expression of around 1.2–1.6% of OR genes in the WOM. These changes are odor-specific and reproducible in isolation and in increasingly complex mixtures.

**Figure 6.**
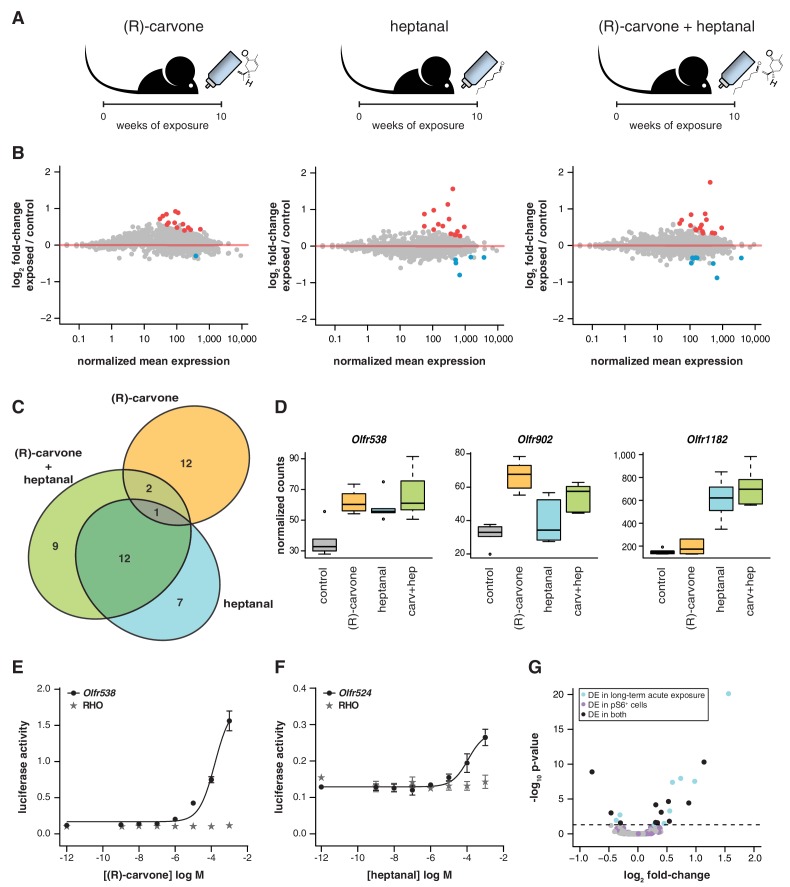
Odor-mediated changes in OR mRNA abundance are receptor specific. (**A**) B6 animals were acutely exposed for 10 weeks to (R)-carvone, heptanal or both. (**B**) The fold-change of exposed compared to control animals based on RNAseq data (y-axis) is plotted against the OR genes mean mRNA abundance (x-axis), for each of the experimental groups (n = 6). Genes in red or blue have significantly up or downregulated mRNAs, respectively. (**C**) Venn diagram showing the intersections of the DE OR genes in each of the exposure groups. Only one OR mRNA changed in all groups; all the other are specifically altered upon exposure to (R)-carvone or heptanal. (**D**) Examples of an OR mRNA that changes in all groups (*Olfr538*), one that is specific to stimulation with (R)-carvone (*Olfr902*) and one that responds only to heptanal (*Olfr1182*). (**E**) Dose-response curve for HEK293 cells expressing Olfr538 (black) and challenged with increasing concentrations of (R)-carvone. HEK293 cells expressing a RHO-tag only (grey) were challenged with the same concentrations of (R)-carvone as a control. (**F**) Dose-response curve for cells expressing Olfr524 (black) and challenged with heptanal, control cell responses are represented in grey. Error bars are the standard error of the mean. (**G**) Comparison of DE genes identified after 10 weeks of acute exposure to heptanal to those found via an in vivo deorphanization strategy. On the x-axis is the fold change of acutely exposed versus control animals with the corresponding p-value on the y-axis. The horizontal line represents the cutoff for significance. Each dot is an OR gene; those called significantly DE in both assays are shown in black, while those responding in only one experiment are in blue and purple. Half (11/20) of all the DE genes in the acute exposure experiment are identified in the deorphanization assay, suggesting that the changes are indeed mediated by OSN activation by heptanal. See also Figure 6—figure supplement 1. **DOI:** http://dx.doi.org/10.7554/eLife.21476.018 10.7554/eLife.21476.019Figure 6—source data 1.OR expression data in odor-exposed mice.Excel workbook containing the normalized expression data for all OR genes in control and mice exposed to (R)-carvone alone, heptanal alone or the combination of both; along with the results of the differential expression analysis.**DOI:** http://dx.doi.org/10.7554/eLife.21476.019

**Figure 6—figure supplement 1.**
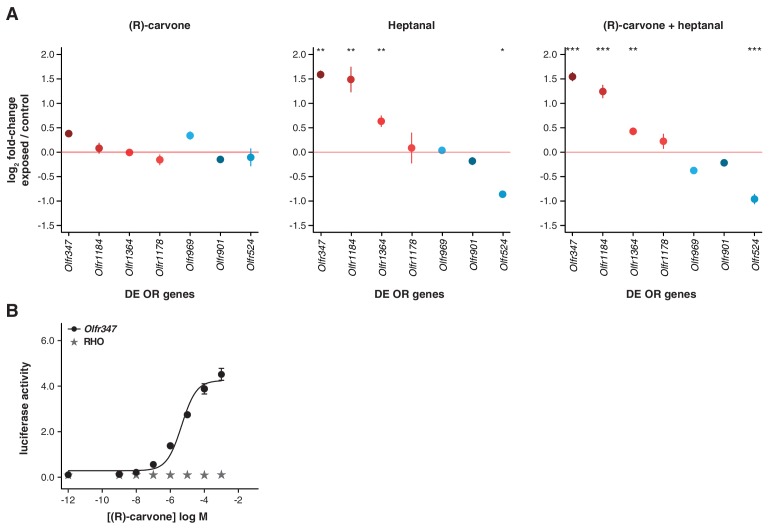
Olfactory-induced changes in OSN abundance are odor-specific. (**A**) qRT-PCR expression estimates for seven OR genes that were previously validated as DE in animals exposed to a mix of four odorants (Figure 5C), here in mice exposed singly to (R)-carvone (left), to heptanal (center) or to the combination of both (right). The mean fold-change in expression between the exposed (n = 6) and control mice (n = 6) is plotted. The horizontal red line represents equal expression in both groups. None of the genes are significantly DE in animals exposed to (R)-carvone, but four are significantly DE when exposed to heptanal or the combination of both. T-test, FDR < 5%; * < 0.05, ** < 0.01, *** < 0.001. Error bars are standard error of the mean. (**B**) Dose-response curve for HEK293 cells expressing Olfr347 (black) challenged with increasing concentrations of (R)-carvone. Control cells (grey) do not respond to the same increase in odorant concentration. **DOI:** http://dx.doi.org/10.7554/eLife.21476.020

To investigate whether DE OR genes are directly activated by the environmental odorants, we expressed a subset (*Olfr538*, *Olfr902*, *Olfr916*, *Olfr1182*, *Olfr347* and *Olfr524*) in a heterologous system (Zhuang and Matsunami, 2008) and challenged them with increasing concentrations of (R)-carvone and heptanal. Half of the DE ORs we tested were responsive in vitro (Figure 6E–F, Figure 6—figure supplement 1B): for example, *Olfr538* displayed a dose-dependent response to (R)-carvone (Figure 6E) and *Olfr524* was responsive to heptanal (Figure 6F).

Some odorants, including heptanal, are known to be decomposed by enzymes present in the nasal mucus (Nagashima and Touhara, 2010) such that in vivo exposure to an odorant may result in stimulation of the OSNs with chemically distinct byproducts. We therefore employed a recently published deorphanization system to identify the ORs that respond to heptanal stimulation in vivo (Jiang et al., 2015). This strategy exploits the phosphorylation of the S6 ribosomal subunit when an OSN is activated. Thus, by coupling pS6-immunoprecipitation (ps6-IP) and RNAseq, the OR mRNAs expressed in the activated OSNs can be identified. We exposed mice to two concentrations of heptanal for an hour, and sequenced the mRNAs from OSNs after pS6-IP. 

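The pS6-IP was performed on the olfactory epithelium (OE) of 9 C57BL/6 mice, 3 of which were controls exposed to distilled water, 3 were exposed to 1% heptanal and 3 to 100% heptanal, for 1 hr each. An antibody against phosphorylated S6 pulls down ribosomes, and the mRNAs on them, from cells in which S6 is phosphorylated, so a higher count of an OR mRNA after exposure reports that more of it was recovered with phosphorylated ribosomes. The authors aligned the reads to mm10 and counted them on genes, and then assigned reads that mapped to more than 1 gene by a rescue scheme, so that the deposited values are estimated counts that need not be whole. Between 7.31% and 11.1% of genes per mouse had a value that was not whole, and all values were rounded before testing. The reassigned reads made up 23.9% to 30.5% of the counts of a mouse, but 9.81% to 13.8% of its OR counts. OR genes that share reads with close paralogs therefore depend on that scheme.

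The total count per mouse was between 5438494 and 9707592 with a median of 7305895. It was 6401051, 7110608 and 8272631 in the controls, 7167390, 5438494 and 9707592 at 1% heptanal and 8757749, 7305895 and 8752034 at 100% heptanal, for replicates 1, 2 and 3 in turn. Of the 1248 OR genes in the tables, between 273 and 732 had a count in a given mouse, and the ORs together had 10223 to 64455 counts. The cDNA was amplified by PCR without molecular identifiers, so statements about depth cover counting error only. ORs made up 0.358% ± 0.177 (SD, n = 3) of the counts in controls, 0.372% ± 0.206 (SD, n = 3) at 1% heptanal and 0.712% ± 0.168 (SD, n = 3) at 100% heptanal. The mean share at 100% heptanal was 1.99 times that of controls, but the spread between mice was large and a two-sided exact permutation test gave p = 0.2, where 3 mice against 3 allow no p below 0.1. Within replicates the ratio was 2.66, 1.58 and 2.27, higher in 3 of 3 (geometric mean 2.12, exact sign-flip permutation p = 0.25, the smallest that 3 pairs allow). Taken relative to 5 markers of mature OSNs (Omp, Adcy3, Ano2, Cnga2 and Gnal), the ratio fell to 1.17 (exact permutation p = 0.6), and within replicates it was 1.44, 1.19 and 1.03, higher in 3 of 3 (geometric mean 1.21, exact sign-flip permutation p = 0.25). At 1% heptanal the ratio to controls was 1.04 (exact permutation p = 1).

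**Figure D1:**
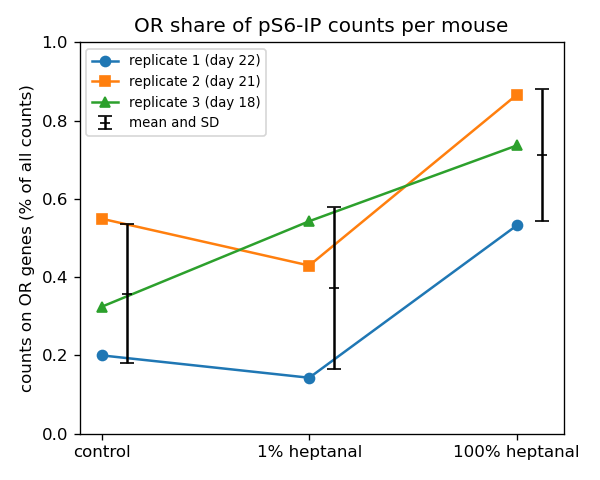
Share of all pS6-IP counts that fall on OR genes, in % of the total count (y-axis), for each mouse of the control, 1% heptanal and 100% heptanal groups (x-axis). Lines join mice with the same replicate number, and the black bars give the mean and SD of the 3 mice per group. In each of the 3 replicates the mouse exposed to 100% heptanal lies above its control, at 0.532% against 0.2%, 0.866% against 0.549% and 0.736% against 0.324%.

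The replicate numbers were assigned from the ages in the deposited labels, which give 22, 21 and 18 days after birth with 1 mouse of each group at each age, and from the methods, where the mice within a replication are littermates of the same sex. The methods give an age of 3 to 4 weeks. The counts of Xist and Ddx3y, genes of the X and Y chromosomes, were the same in kind within each replicate: replicate 2 had 14 to 19 Xist counts and 0 Ddx3y counts in each mouse, while replicates 1 and 3 had 2 to 85 Ddx3y counts and at most 2 Xist counts. Mice with the same replicate number also deviated together from their group means, with a mean correlation across genes of 0.54 over the 9 same-numbered pairs and -0.253 over the 18 other pairs from different groups. Across ORs these means were 0.326 and -0.158. Deviations from a group mean sum to 0 over its 3 mice. The negative mean of the other pairs therefore follows from the positive one and adds no evidence. The first principal component held 57.5% of the variance of all genes, and 90.2% of its spread lay between replicates against 5.72% between groups.

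All 9 mice entered 1 fit of edgeR's quasi-likelihood model with TMM normalization, in which 14930 genes, 448 of them ORs, passed edgeR's filter on low counts. The paper names edgeR without stating a design, so the fit without a block was chosen for the reported counts and the fit with the replicate number as a block is given beside it. The common dispersion was 0.253 without the block and 0.081 with it. The fit without the block leaves out the pairing of littermates, so its low counts cannot by themselves show that ORs did not change. P-values were adjusted by the Benjamini-Hochberg method over the ORs, and separately over the other genes, and an adjusted p below 0.05 was taken as enriched or depleted.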

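Without the replicate block, 0 of the 448 ORs tested were enriched and 0 were depleted at 1% heptanal at an adjusted p below 0.05 from edgeR's quasi-likelihood test. At an unadjusted p below 0.05, 5 ORs rose and 16 fell, where 22.4 in all would pass by chance. This fit passed fewer genes than chance would: of the other genes 45 rose and 53 fell, where 724 would pass. The OR count therefore cannot show that nothing changed at 1% heptanal. With the replicate block 11 ORs rose and 29 fell. At 100% heptanal the fit without the block gave 2 ORs enriched and 0 depleted, while 60 rose and 7 fell at an unadjusted p below 0.05. The median log2 fold change of the ORs was -0.11 at 1% heptanal and 0.94 at 100% heptanal, where 73.9% of the ORs lay above 0, but that median was 0.22 when the mice were scaled by the 5 OSN markers, and -6.18e-05 when the TMM factors were computed over the ORs alone, which centres them on 0.

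The 2 ORs enriched at 100% heptanal were Olfr544 and Olfr1362, both annotated as protein-coding in GENCODE for GRCm38 (mm10). Olfr544, on chromosome 7 from 102482031 to 102488313, had 3.58 ± 0.93 CPM (TMM-normalized counts scaled to a common library size) in controls, 4.43 ± 2.13 at 1% heptanal and 24.1 ± 6.23 at 100% heptanal (SD, n = 3 each). Its log2 fold change at 100% heptanal was 2.75 (standard error 0.44, adjusted p = 0.0456 by edgeR). Olfr1362, on chromosome 13 from 21610978 to 21614022, had 6.14 ± 2.51, 8.25 ± 2.4 and 38.4 ± 13.1 CPM in the same groups, a log2 fold change of 2.64 at 100% heptanal (standard error 0.44, adjusted p = 0.0456 by edgeR). Both were higher at 100% heptanal than in the control in all 3 replicates.

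With the replicate number as a block, 1 OR was enriched at 1% heptanal and 40 at 100% heptanal, and 0 and 1 were depleted. The 40 ORs had log2 fold changes from 0.86 to 8.80 with a median of 2.31, and each was higher than the control in all 3 replicates. The OR enriched at 1% heptanal was Olfr1359, on chromosome 13 from 21698111 to 21706833 in the source data of Figure 6, with a log2 fold change of 2.98 (standard error 0.36, adjusted p = 0.00943 by edgeR). It was enriched at 100% heptanal as well. The alternative that moved these counts most among those set in advance was the block together with edgeR's likelihood ratio test, which called 7 ORs enriched and 17 depleted at 1% heptanal, and 122 enriched and 9 depleted at 100% heptanal. All 7 enriched at 1% were among the 122.

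On simulated counts with the means, library sizes, replicate differences and dispersions of these data and 200 genes changed 4-fold, the quasi-likelihood test without the block found 30.2% of the changed genes with 0% false calls, and with the block 75.7% with 6.58% false calls. The likelihood ratio test with the block found 86% of them, but 21.3% of its calls were false, against the nominal 5%. The changed genes were drawn from all genes, and p-values were adjusted over all genes together. These shares therefore need not hold for the OR calls, which were adjusted over the ORs alone. The difference between concentrations was tested in the same fit: 0 ORs differed between 100% and 1% heptanal without the block (lowest adjusted p 0.0668, with 66 ORs higher and 4 lower at an unadjusted p below 0.05) and 65 differed with it.

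**Figure D2:**
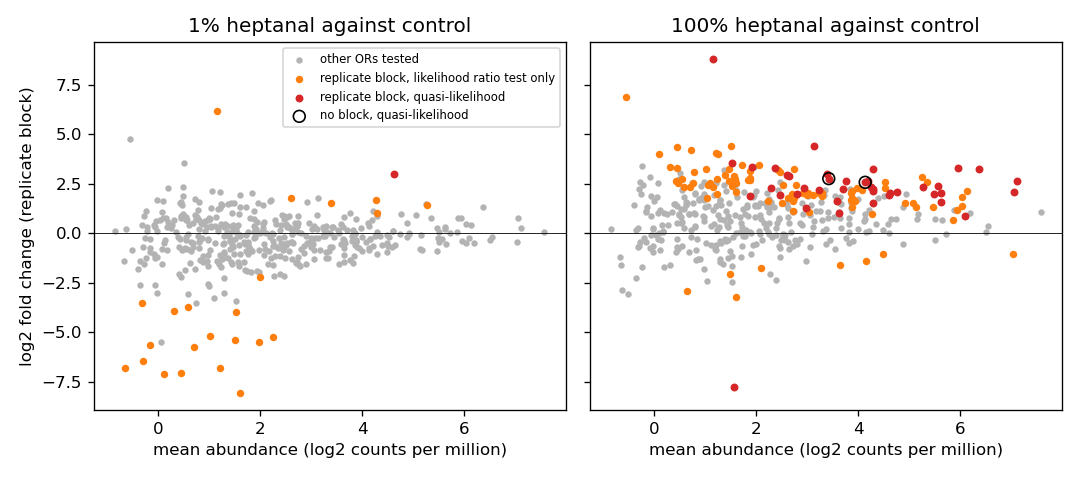
Log2 fold change in pS6-IP counts with the replicate block (y-axis) against mean abundance in log2 CPM (x-axis) of the 448 ORs tested, at 1% heptanal (left) and 100% heptanal (right) against controls. Black rings mark ORs past an adjusted p of 0.05 in the quasi-likelihood test without the block (0 on the left, 2 on the right), red dots those past it with the block (1 and 41), and orange dots those past it with the likelihood ratio test only. At 100% heptanal most called ORs lie above 0. With TMM factors over the ORs alone, which centre the ORs near 0 by construction, the block gave 26 enriched and 26 depleted ORs. In the right panel the points as a whole lie higher than in the left one, and at 1% heptanal the likelihood ratio test called more ORs below 0 than above it.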

Twelve and 210 OR mRNAs were significantly enriched (FDR < 5%) upon exposure to 1% and 100% heptanal, respectively, compared to controls. 

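The source data of Figure 6 list the ORs of the 10-week exposure with their statistics, and 18 ORs with an adjusted p below 0.05 for heptanal against control were read from the part used here, of the 20 that the paper counts. According to the paper's values, 13 of the 18 increased and 5 decreased. In the pS6-IP, 11 of the 18 had enough counts to be tested, 7 of the increased and 4 of the decreased ORs. The other 7 were Olfr1182, Olfr1442, Olfr347, Olfr361, Olfr722, Olfr196 and Olfr1121. These had too few counts to be tested in this fit. Olfr1121, for example, had 0 counts in each control and 12, 8 and 7 counts at 100% heptanal, and it was among the changed ORs in 1 fit chosen after seeing the data, without a filter on low counts and with the replicate block and the likelihood ratio test.

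Without the replicate block, 0 of the 11 were among the 2 ORs that changed at either concentration, where 0.0491 would be shared by chance among the 448 ORs tested (one-sided exact hypergeometric test, p = 1). With 0 shared, this test gives its highest p by definition, so it is no evidence against an overlap. With the block, 4 of the 11 were among 41 ORs that changed, where 1.01 would be shared by chance (exact hypergeometric p = 0.0125). These were Olfr1359, Olfr1364, Olfr1423 and Olfr53. With the block and the likelihood ratio test, 9 of the 11 were among 145 ORs that changed, where 3.56 would be shared by chance (exact hypergeometric p = 0.000939). The hypergeometric test takes ORs as independent draws. The likelihood ratio test with the block had 21.3% false calls among all genes on simulated counts, which need not hold for ORs.

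All 11 ORs had a log2 fold change above 0 at 100% heptanal with and without the block, but Olfr524, Olfr533 and Olfr1198 lay below 0 when the TMM factors were computed over the ORs alone, and Olfr533 also when the mice were scaled by OSN markers. Olfr1198 was at -0.22 without the 100% heptanal mouse of replicate 3. Olfr533 and Olfr1198 were higher than the control in 2 of 3 replicates, and the others among the 11 in all 3. Olfr533 went from 65.5 to 62.5 CPM in replicate 1 and Olfr1198 from 7.05 to 4.07 CPM in replicate 2. Olfr1423, on chromosome 19 of mm10 from 12031787 to 12041317 in the source data, had 6.08 ± 3.22 CPM in controls and 38.1 ± 21.1 at 100% heptanal (SD, n = 3 each), a log2 fold change of 2.65 without the block (standard error 0.69, adjusted p = 0.112 by edgeR) and an adjusted p of 0.00229 with it. Olfr53, on chromosome 7 from 140646452 to 140653103, had 7.1 ± 2.54 and 36.7 ± 20.9 CPM, a log2 fold change of 2.37 (standard error 0.55, adjusted p = 0.0898 without and 0.00308 with the block). Olfr1364, on chromosome 13 from 21571813 to 21581759, rose from 24.8 ± 22.3 to 153 ± 74.7 CPM, and its adjusted p was 0.328 without and 0.0427 with the block. The adjusted p of the others among the 11 lay above 0.05 in the quasi-likelihood test with and without the block, except that of Olfr1359 with the block. Without the block the smallest changes were those of Olfr1198 (log2 fold change 0.59) and Olfr533 (0.64), which did not stand out from the spread between mice (adjusted p 0.877 and 0.548 by edgeR). With TMM factors computed over the ORs alone these 2 values were -0.0112 and -0.57. With the block the smallest changes were those of Olfr533 (0.70) and Olfr524 (0.98).

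**Figure D3:**
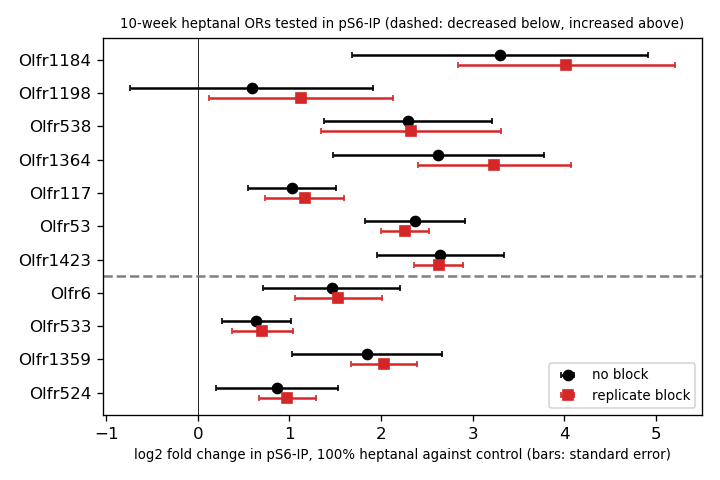
Log2 fold change in pS6-IP at 100% heptanal against controls (x-axis) of the 11 tested ORs that changed after 10 weeks of exposure to heptanal (y-axis), without (black dots) and with (red squares) the replicate block. Bars are standard errors from edgeR. The 7 ORs above the dashed line increased and the 4 below it decreased after 10 weeks according to the paper, and all 11 lie above 0, from 0.59 (Olfr1198) to 3.30 (Olfr1184) without the block, although Olfr524, Olfr533 and Olfr1198 fall below 0 with TMM factors over the ORs alone and Olfr533 with OSN marker scaling. Olfr1198 also falls below 0 without the 100% heptanal mouse of replicate 3.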

Over half of the DE ORs after 10-week acute exposure to heptanal (Figure 6B) are also DE in the pS6^+^ cells (11 out of 20; Figure 6G), which is significantly more than expected by chance (hypergeometric test, p=0.0001). Thus, using both in vitro and in vivo methods, we conclude that long-term odor-mediated changes in OR gene expression occurs via direct activation of OSNs expressing those receptors.

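Of the 6 ORs that the paper expressed in HEK293 cells, a human embryonic kidney cell line, 2 had enough counts in the pS6-IP to be tested. Olfr524, which responded to heptanal in vitro (Fig. 6F), lies on chromosome 7 of mm10 from 140198499 to 140205964 in the source data. It had 9.87 ± 7.96 CPM in controls, 29.9 ± 15.7 at 1% heptanal and 18 ± 8.29 at 100% heptanal (SD, n = 3 each). Its log2 fold change was 1.60 at 1% (adjusted p = 0.95 by edgeR) and 0.86 at 100% heptanal (adjusted p = 0.632), both within the spread between mice without the replicate block. With the block the adjusted p was 0.0798 at 1% and 0.0754 at 100% heptanal by the quasi-likelihood test, and 0.000189 and 0.0264 by the likelihood ratio test. Its log2 fold change at 100% heptanal was -0.0363 when the TMM factors were computed over the ORs alone.

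Olfr538, which responded to (R)-carvone in vitro (Fig. 6E), lies on chromosome 7 from 140574155 to 140575087. It had 0.628 ± 0.355 CPM in controls, 0.701 ± 0.756 at 1% and 3.17 ± 1.82 at 100% heptanal (SD, n = 3 each), with a log2 fold change of 2.29 at 100% heptanal (adjusted p = 0.273 without and 0.144 with the block by the quasi-likelihood test, and 0.045 with the block by the likelihood ratio test). The other 4 ORs were too low to be tested. Olfr902 had 0 counts in all 9 mice, and Olfr916 had 3 counts in 1 control and 0 elsewhere. Olfr1182 had 0, 5 and 9 counts in controls, 0, 0 and 5 at 1% heptanal and 0, 13 and 18 at 100% heptanal, for replicates 1, 2 and 3 in turn.

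The paper first asks whether DE ORs are activated by the odorants themselves, and reports that some of those tested in vitro responded. Because heptanal can be converted in the nasal mucus, it then turns to the pS6-IP, in which the OR mRNAs of activated OSNs are recovered in vivo. It counts the ORs enriched after exposure, finds more of the 10-week DE ORs among the DE ORs of the pS6-IP than expected by chance, and from both methods concludes that the long-term changes occur through direct activation of the OSNs that express those receptors.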

## Discussion

We have exploited the power of RNA sequencing and the monogenic and monoallelic nature of OR gene expression, to comprehensively characterize the full neuronal diversity of a mammalian nose. We have discovered that the representation of OSN subtypes within an individual is highly unequal but stereotyped between animals of the same genetic background. We show that non-coding genetic variation results in high divergence of the relative proportions of different OSN subtypes, with most being susceptible to altered abundance. OSN diversity is predominantly controlled by genetic elements that act in cis and the abundance of a given OSN subtype is not affected by the sequence or function of the receptor it expresses, in a sustained olfactory environment. However, the persistent but interleaved presentation of olfactory stimuli can alter the representation of specific ORs in an activity-dependent manner, thus subtly shaping the genetically-encoded neuronal repertoire to the olfactory environment.

### The MOE is a genetically determined mosaic of OSN subtypes

The process of OR gene choice, stabilization and exclusion during OSN maturation is poorly understood. Occasionally, it is referred to as a *random* process (McClintock, 2010; Rodriguez, 2013), suggesting there is no pattern or predictability to the outcome. However, our data indicates that, at the OSN population level, the result of this process is deterministic. A particular genetic background in controlled environmental conditions reproducibly generates an OSN population with fixed, unequal proportions of the different OSN subtypes. Thus, the process that generates this profile is more accurately described as *stochastic.* Despite divergence in the profiles generated by different genomes, all show a similarly shaped distribution: a small proportion of OSN subtypes are present at high levels with a rapid decay in abundance thereafter. In fact, 3.6% or less of the OSN subtypes contribute to 25% of the overall neuronal content of the WOM. We find that unequal OSN distributions are already present at birth (Figure 4A), suggesting the genetic influence is on the process of OR gene choice/stabilization rather than modulating neuronal survival.

Proximity to the H element, a cluster-specific enhancer, increases the frequency in which an OR is represented within the OSN population (Khan et al., 2011). Therefore, the most highly represented OSN types may express OR genes located close to other strong enhancers. However, we propose that genetic variation in enhancers is not sufficient to account for the full diversity of differences in OSN subtypes between strains, as different ORs located adjacent to one another within a cluster are frequently represented very differently. Recently, it has been proposed that higher levels of OR transcription per cell may result in more OSNs expressing that receptor due to increased success in a post-selection refinement process (Abdus-Saboor et al., 2016). Our measurements of OR mRNA expression levels in 63 single OSNs (Figure 1F) do not support this hypothesis. Instead, our data are consistent with a model where non-uniform probabilities of OR choice are instructed by genetic variation in both specific OR promoters and enhancers. Supporting this model, we identified many putative promoters for differentially represented ORs where genetic variation has altered the number of Olf1/Ebf1 (O/E) and homeodomain (HD) transcription factors binding sites between the mouse strains, both sequences known to influence the probability of OR choice (D'Hulst et al., 2016; Vassalli et al., 2011). Moreover, through analysis of F1 hybrids, we confirmed the finding that the probability of choice of OR genes linked to the H element are regulated in cis (Fuss et al., 2007), and extended this to over 800 additional OR genes distributed throughout the genome that show little to no evidence in support of *trans*-acting regulation. Instead, the haploid CAST- and B6-derived OR alleles within an F1 are each regulated almost identically as they are in a diploid state within their original genetic backgrounds (Figure 4F,G). Our data are inconsistent with *trans*-interactions of multiple enhancers acting additively to regulate the probability of OR choice (Markenscoff-Papadimitriou et al., 2014). These *trans* interactions may, however, stabilize or maintain OR singularity after choice has been instructed in cis, and thus could also be necessary for the stereotypic representation of OSNs in a fixed genetic background.

Many existing studies into OR gene choice, especially those utilizing transgenic mouse lines, use animals with a mixed 129/B6 genetic background. The remarkable diversity in the OSN repertoire between these strains (Figure 2) suggests caution should be exercised in their interpretation. Here, we created a mouse line that carries the coding sequence of *Olfr2* in the locus of *Olfr1507*, the most frequently selected OR gene, in a pure B6 genetic background. Olfr2-expressing OSNs, which rank 334th across the repertoire in the original B6 strain, are the most abundant OSN subtype in this modified line, demonstrating the critical importance of the genetic context in the regulation of the probability of OR gene choice. Curiously, we also observed that ~10% of other OSN types show comparatively subtle but reproducible differences in abundance. The mechanism underlying these differences is unclear. One plausible hypothesis is that the transposition of *Olfr2* OSNs to a different olfactory zone alters the dynamics and spatial organization of the glomeruli in the olfactory bulb. This in turn may impact on the proliferation and survival of proximal OSN subtypes. Alternatively, stabilizing *trans* interactions could be affected by the OR gene swap, resulting in slightly altered repertoires for some OSN subtypes. In this case, the sequence of an OR receptor gene would influence the relative abundance of other OSN subtypes, but our *Olfr2 > Olfr1507* swap experiment suggests the sequence of an OR receptor does not dictate the abundance of its own OSN subtype.

### Odor-mediated plasticity in the olfactory system

The main olfactory epithelium regenerates throughout the life of an animal. It has been suggested that activity-mediated mechanisms may shape the olfactory system by increasing OSN survival (François et al., 2013; Santoro and Dulac, 2012; Watt et al., 2004; Zhao and Reed, 2001), although other studies have found that the number of specific OSN subtypes decrease or are unaffected by odor-exposure (Cadiou et al., 2014; Cavallin et al., 2010). Each of these studies focused on one or two OSN subtypes and the odor exposure procedures varied significantly in frequency, persistence and length. Here, we took a comprehensive approach, measuring the response of over 1,000 ORs to four odorants, after different types of exposure from 1 week to 6 months. We find that mice living in stable chemical environments maintain the olfactory transcriptomes of their genetically dictated OSN repertoire. However, when frequently recurring odor stimulation is introduced, the abundances of responsive ORs are modified. We propose that this difference is a result of olfactory adaptation in the presence of continuous stimulation. However, other factors may also contribute, for example the continuous exposure odors were likely detected orthonasally, while the intermittently exposure odors were retronasally detected.

The lengthy timeframe for odor-mediated differences to emerge is consistent with modulation of OSN lifespan. It is mechanistically unlikely that odor-activity could influence the probability of OR gene choice, but it could promote OR expression stabilization or singularity. Compared to the dramatic influence of genetic variation on OSN repertoire, odor-evoked changes are subtle, typically less than a two fold change after 6 months of exposure. The limited effect magnitude and long-time scales precluded a more detailed analysis to confirm a correlative alteration in OSN number.

Interestingly, we identified ORs that became more abundant after exposure to specific odorants and, within the same animals, others that became less abundant. Both types were marked by phosphorylation of the S6 ribosomal subunit, a feature of activated OSNs (Jiang et al., 2015), indicating that the differential expression is mediated by OSN subtype-specific olfactory stimulation. This may explain why very different conclusions were drawn from previous exposure studies on a small number of ORs (Cadiou et al., 2014; Cavallin et al., 2010; François et al., 2013; Watt et al., 2004). 

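In the pS6-IP data, 4 of the ORs that decreased and 7 of those that increased after 10 weeks of exposure to heptanal had enough counts to be tested, with the direction of the 10-week change taken from the paper's source data. At 100% heptanal the log2 fold change in the pS6-IP was above 0 for all 4 and all 7 with and without the replicate block. With TMM factors computed over the ORs alone, the decreased ORs Olfr524 and Olfr533 and the increased OR Olfr1198 lay below 0. Olfr533 also did when the mice were scaled by OSN markers, and Olfr1198 (-0.22) without the 100% heptanal mouse of replicate 3. With edgeR's quasi-likelihood test and no replicate block, 0 of either type were enriched at an adjusted p below 0.05. With the replicate block 3 increased ORs (Olfr1364, Olfr1423 and Olfr53) and 1 decreased OR (Olfr1359) were enriched, and with the block and the likelihood ratio test 6 increased and 3 decreased ORs. The decreased ORs among those were Olfr1359, Olfr524 and Olfr6.

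Olfr1359 had 6.29 ± 4.67 CPM in controls, 44.9 ± 27 at 1% heptanal and 22.8 ± 12.7 at 100% heptanal (SD, n = 3 each). Its log2 fold change was 2.83 at 1% and 1.84 at 100% heptanal, with adjusted p of 0.95 and 0.328 without the block and 0.00943 and 0.0103 with it. Olfr6, on chromosome 7 from 106953261 to 106963937, had 17.2 ± 9.72 CPM in controls and 47.3 ± 26.8 at 100% heptanal, a log2 fold change of 1.46 (adjusted p = 0.433 without and 0.0706 with the block). The remaining decreased OR, Olfr533, on chromosome 7 from 140463370 to 140468126, had 41.7 ± 21.8 and 64.9 ± 3.93 CPM, a log2 fold change of 0.64 that was not past the threshold under either fit (adjusted p = 0.548 and 0.188). It was -0.13 when the mice were scaled by the 5 OSN markers.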

Short-term odor exposures (30 min to 24 hr) result in a temporary down-regulation of activated OR mRNA (von der Weid et al., 2015), presumably as part of the olfactory adaptation process. It is possible that our analyses are capturing this dynamic short-term response in addition to changes in OSN numbers resulting from long-term exposures. We could not identify any phylogenetic or chromosomal predictor of the ORs that responded with contrasting directional effects, and at this time, the logic underpinning the difference in the direction of expression changes remains unexplained.

### An individually unique olfactory nose

Genetic variation has great impact on individual phenotypic traits. Humans differ in up to a third of their OR alleles by functional variation (Mainland et al., 2014), which contributes to an individually unique sense of smell (Secundo et al., 2015). Segregating OR alleles have been functionally linked to perceptual differences of their odor ligands, by altering intensity, valence or detection threshold (Jaeger et al., 2013; Keller et al., 2007; Mainland et al., 2014; McRae et al., 2013; Menashe et al., 2007). However, in most cases, these OR coding genetic variants explain only a small proportion of the observed phenotypic variance (reviewed in Logan [2014]), suggesting that other factors contribute to individual differences in perception. Recently, it has been demonstrated that increasing the number of a particular OSN subtype in a mouse nose increases olfactory sensitivity to its ligand (D'Hulst et al., 2016). Therefore, the very different OSN repertoires present between strains of mice are likely to result in significant phenotypic variation in olfactory thresholds, and thus contribute to the individualization of olfaction.

Although it remains to be determined whether human OSN repertoires are as variable as the mice reported here, an array-based study of OR expression in 26 humans found unequal expression of ORs within and between individual noses (Verbeurgt et al., 2014). Moreover, a recent systematic survey of olfactory perception in humans found high levels of individual variability in reporting the intensity of some odors (for example, benzenethiol and 3-pentanone) but not others (Keller and Vosshall, 2016). Further, a non-coding variant within an OR cluster associated with insensitivity to 2-heptanone has been shown to be dominant to the sensitive allele (McRae et al., 2013). As OR genes are regulated monoallelicaly, this implies that a 50% reduction in the sensitive OR allele dosage is, in some cases, sufficient to influence perception. On the other hand, because many odorants activate multiple OSN subtypes (Malnic et al., 1999), a differential representation of one subtype may have a limited influence on the overall perception of its odor.

Further investigation into the functional consequence of diverse OSN repertoires will be necessary to determine the full extent to which they individualize the sense of smell.

## Materials and methods

### RNA sequencing

Animal experiments were carried out under the authority of a UK Home Office license (80/2472), after review by the Wellcome Trust Sanger Institute Animal Welfare and Ethical Review Board. All mice were housed in single sex groups within individually ventilated cages, with access to food and water *ad libitum*. All WOM samples were obtained from a single animal, except the pup WOM samples, which were the pool of three or four individuals. Details of the strain, age and sex of each animal sequenced can be found in Supplementary file 1. MOEs were dissected and immediately homogenized in lysis RLT buffer (Qiagen, Germantown, Maryland). Total RNA was extracted using the RNeasy mini kit (Qiagen) with on-column DNAse digestion, following the manufacturer’s protocol. mRNA was prepared for sequencing using the TruSeq RNA sample preparation kit (Illumina, San Diego, California). All RNA sequencing was paired-end and produced 100-nucleotide-long reads.

### RNAseq data analysis

Sequencing data were aligned with STAR 2.3 (Dobin et al., 2013) to the GRCm38 mouse reference genome (B6) or to pseudo-genomes created for the different strains using Seqnature (Munger et al., 2014) to impute the high-quality variants reported by the Mouse Genomes Project, release v3 (http://www.sanger.ac.uk/science/data/mouse-genomes-project). The parameters used for mapping were as follows: --outFilterMultimapNmax 1000 --outFilterMismatchNmax 4 --outFilterMatchNmin 100 --alignIntronMax 50000 --alignMatesGapMax 50500 --outSAMstrandField intronMotif --outFilterType BySJout. The annotation used was from the Ensembl mouse genome database version 72 (http://jun2013.archive.ensembl.org/info/data/ftp/index.html), modified to include all reconstructed gene models for OR genes as reported in (Ibarra-Soria et al., 2014).

The numbers of fragments uniquely aligned to each gene were obtained using the HTSeq 0.6.1 package (RRID:SCR_005514), with the script htseq-count, mode *intersection-nonempty* (Anders et al., 2015). Raw counts were normalized to account for sequencing depth between samples, using the procedure implemented in the DESeq2 package (Love et al., 2014). Data analysis, statistical testing and plotting were carried out in R (http://www.R-project.org).

To compare OR expression levels between datasets, normalization to account for the number of OSNs present in the WOM samples was carried out subsequent to depth normalization. For this, we used a method proposed by Khan et al. (2013) that uses marker genes known to be stably expressed in mature OSNs only. This allows estimating the proportion of WOM RNA contributed by the OSNs. Five different marker genes were considered: *Omp*, *Adcy3*, *Ano2*, *Cnga2* and *Gnal* (except for the single-cell data, where *Adcy3* and *Ano2* were excluded because they are not expressed in many cells). To normalize for OSN number, we first computed the correlation coefficient between the expression of each marker gene and the total counts in OR genes; those marker genes with strong correlation values were used for normalization. Then, we calculated the geometric mean of all marker genes for each sample. The average of all geometric means was obtained, and divided by each individual mean; this results in the generation of size factors. Finally, the OR normalized counts were multiplied by the corresponding size factor. Normalized OR expression estimates for the three strains, the *Olfr2 > Olfr1507* and the odor-exposed animals are provided in Figure 2—source data 1, Figure 4—source data 1, Figure 5—source data 1 and Figure 6—source data 1.

### Differential expression analysis

Differential expression analysis was performed with DESeq2 1.8.1 (Love et al., 2014) with standard parameters. To test for differential expression (DE) on the OR repertoire the double normalized counts (accounting for OSN number per sample) were provided directly, and the *normalizationFactors* function was used with size factors of 1 to turn off further normalization. Genes were considered significantly DE if they had an adjusted p-value of 0.05 or less. For the cross-fostering dataset, a likelihood ratio test (*nbinomLRT* function in DESeq2) was used to compare the full model genetics+environment+genetics:environment to a reduced one accounting only for the genetics. Detailed results are provided in Figure 2—source data 1, Figure 4—source data 1, Figure 5—source data 1 and Figure 6—source data 1.

### In situ hybridization

Probes were designed against nine OR genes chosen among genes covering the receptor expression dynamic range and DE between 129 and B6 strains (*Olfr24, Olfr31, Olfr78, Olfr124, Olfr323, Olfr374, Olfr543, Olfr736* and *Olfr1512*). The following gene-specific oligonucleotides were used to amplify by PCR an amplicon of ~1000 bp from each transcript:

Olfr24

TGGCTTACGACCGGTTTGTG (for)

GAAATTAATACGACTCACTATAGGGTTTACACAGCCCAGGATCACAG (rev)

Olfr31

TTGCTACCTGCTCGTCTCAC

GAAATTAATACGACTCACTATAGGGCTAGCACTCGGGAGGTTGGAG

Olfr78

GAGGAAGCTCACTTTTGGTTTGG

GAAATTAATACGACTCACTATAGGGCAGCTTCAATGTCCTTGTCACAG

Olfr124

GGTAATATCTCCATTATCCTAGTTTCCC

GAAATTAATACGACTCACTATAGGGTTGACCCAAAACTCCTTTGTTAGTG

Olfr323

TATCCAAGGTCACGGAGTTTCAG

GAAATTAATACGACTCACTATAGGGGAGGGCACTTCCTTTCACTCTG

Olfr374

TTGACCTCCTACACACGCATC

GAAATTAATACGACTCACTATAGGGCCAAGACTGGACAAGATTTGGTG

Olfr543

ATTCATACAGTGGTGGCCCAG

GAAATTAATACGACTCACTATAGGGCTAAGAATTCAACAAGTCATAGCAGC

Olfr736

GGCAATTGTGTATGCAGTGTACTG

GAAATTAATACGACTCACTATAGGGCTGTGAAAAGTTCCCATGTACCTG

Olfr1512

TACATCCTGACTCAGCTGGGGAACG

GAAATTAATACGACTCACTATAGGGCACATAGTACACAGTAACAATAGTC

The reverse primer in each case includes the T7 RNA polymerase promoter sequence, and both oligos were designed to amplify a fragment with <75% sequence similarity to other OR genes in the mouse genome. Amplicons were purified from the PCR reactions using the Wizard PCR cleanup kit (Promega, Fitchburg, Wisconsin) and used in riboprobe in vitro transcription with T7 RNA polymerase (ThermoFisher Scientific, Waltham, Massachusetts) and DIG-labeled UTP.

WOM from 10-week-old 129 or B6 mice were collected by dissection, fixed for 48 hr in 4% paraformaldehyde in 1x PBS and demineralized for 10 days in 0.45M EDTA pH 8.0/1x PBS. Samples were then cryoprotected in 0.45M EDTA pH 8.0/1x PBS/20% sucrose for 24 hr, before embedding in OCT medium and sectioning on a Leica CM1850 cryostat to produce slides containing 16 μm coronal MOE sections. Slides were air-dried for 10 min, followed by fixation with 4% paraformaldehyde for 20 min, and treated with 0.1M HCl for 10 min. Tissue acetylation proceeded in 250 mL of 0.1M triethanolamine (pH 8.0) with 1 mL of acetic anhydride for 10 min, with gentle stirring. Two washes in 1× PBS were performed between incubations.

Riboprobe hybridization was done with DIG-labeled probes (1000 ng/mL) at 60°C in hybridization buffer (50% formamide, 10% dextran sulfate, 600 mM NaCl, 200 μg/mL yeast tRNA, 0.25% SDS, 10 mM Tris-HCl pH 8.0, 1× Denhardt’s solution, 1 mM EDTA pH 8.0) overnight. Post-hybridization washes included one wash in 2× SSC, one wash in 0.2× SSC and one wash in 0.1× SSC at 55°C, for 30, 20 and 20 min, respectively. Tissue permeabilization was performed in 1× PBS, 0.1% Tween-20 for 10 min, followed by two washes in TN buffer (100 mM Tris-HCl pH 7.5, 150 mM NaCl) for 5 min at room temperature, followed by blocking in TNB buffer (100 mM Tris-HCl pH 7.5, 150 mM NaCl, 0.05% blocking reagent [Perkin Elmer, Waltham, Massachusetts]). Slides were then incubated overnight at 4°C with sheep anti-DIG-AP (Roche, Germany) diluted in TNB (1:800), washed in TNT (100 mM Tris-HCl pH 7.5, 150 mM NaCl, 0.5% Tween 20) six times, 5 min each, transferred to alkaline phosphatase buffer (100 mM Tris-HCl pH 9.8, 100 mM NaCl, 50 mM MgCl_2_, 0.1% Tween 20) twice for 5 min each.

Signal development was performed in the same buffer containing 5% poly-vinyl alcohol (Mowiol MW 31,000, Sigma-Aldrich, St. Louis, Missouri), 50 μg/mL BCIP and 100 μg/mL NBT, until the purple precipitate was clearly visible with minimum background. Due to the large size of each MOE section, we collected serially scanned images with the 'Scan Large Image' function on NIS Elements software (3.22 version, Nikon Instruments), on a motorized upright Nikon Eclipse 90i microscope equipped with a planar PlanFluor 10x/0.30 DIC L/N1 objective (Nikon, Japan). Background correction was applied on individual images with the NIS elements software and stitched together using Image Composite Editor (Microsoft, Redmond, Washington) with no projection. Linear image adjustments were performed on Photoshop, using the 'Brightness and Contrast' and 'Levels' functions, to equalize the background tone across images. OR-expressing cells were counted by visual inspection. For each gene, three to four animals were analyzed; two to four sections were counted for each animal, and the cell counts were collected independently for each MOE side (hemi-section). The mean number of OR-positive cells per section was calculated (from the two hemi-section counts), followed by calculation of the mean number of OR-positive cells per animal (from the two to four counted sections). Mean and s.e.m. descriptive statistics were then calculated across the three to four animals analyzed.

### Proportional venn diagrams

Venn diagrams with areas proportional to the number of elements represented were created using the eulerAPE version 3 software (Micallef and Rodgers, 2014).

### Identification of copy number variable OR genes in the CAST genome

We mined the Mouse Genomes Project data (Keane et al., 2011), release v5 (http://www.sanger.ac.uk/science/data/mouse-genomes-project; RRID:IMSR_JAX:000928). Regions with high numbers of het SNPs indicate multiple alleles being mapped to a single locus in the reference genome. The sequences in the C57BL/6J (RRID:IMSR_JAX:000664) genome (GRCm38) for OR genes with het SNPs in CAST were used to construct a neighbor-joining phylogenetic tree using MEGA6 (Tamura et al., 2013). From the tree we selected 33 clades that contained the OR genes with highest number of het SNPs. Then we extracted all of the CAST/EiJ whole-genome Illumina sequencing reads produced by the Mouse Genomes Project that were mapped to these loci (http://www.sanger.ac.uk/science/data/mouse-genomes-project) (Keane et al., 2011), realigned these to the members of the respective clade, and then extracted the read pairs poorly aligned to known *Olfr* members (>2% mismatch). We created a de novo assembly of these reads to produce a set of contigs with Geneious R7 (Kearse et al., 2012). The contigs were scaffolded and gap-filled using the llumina reads. From the resulting scaffold sequences, we identified putative new alleles in CAST/EiJ (Supplementary file 1). The new allele's sequences are reported in Figure 2—source data 2.

### Genetic or environmental effects on OR expression

To dissect the influence of the genetic background from the olfactory environment, C57BL/6N and 129S5 four- to eight-cell stage embryos were transferred into F1 (C57BL/6J×CBA) pseudo-pregnant females. One day after birth, the C57BL/6N and 129S5 litters were cross-fostered to C57BL/6N and 129S5 wild-type mothers, respectively. Then, a single pup from the other strain was transferred to the cross-fostered litter (the *alien*). At weaning, animals from the same sex as the alien animal were kept, always in a 4:1 ratio between strains. If not enough animals of the correct sex were available in the litter, surplus animals from other litters were used. At 10 weeks of age, the WOM was collected form the alien and a randomly selected cage-mate, and RNA was extracted and sequenced as described.

### Generation of the *Olfr2 > Olfr1507* mice

CRISPR-Cas9 technology was used to generate double strand breaks on either side of the *Olfr1507* coding sequence and facilitate homologous recombination. Two guideRNAs -with sequences AAACTAGATACTTGGCTCATAGG and CATATTCTAGACATTGTCATAGG- were produced with the Ambion T7 MEGAshortscript kit and the Cas9 RNA with the Ambion mMessage mMachine T7 Ultra kit (ThermoFisher Scientific) as specified by the manufacturer’s protocols. All RNA were purified with Ambion MegaClear columns, eluting with pre-heated (95°C) elution solution. The eluate was then precipitated with ammonium acetate, and resuspended in ultrapure water (Sigma-Aldrich).

For homologous recombination, we produced a DNA vector containing the coding sequence of *Olfr2* and homology arms for the *Olfr1507* locus of ~1 kb. This was cloned into a modified pUC19 backbone via Gibson Assembly. The sequence-verified plasmid was purified with the NucleoBond Xtra Midi Plus EF Kit (ThermoFisher Scientific) following the manufacturer’s protocol. The plasmid was digested to remove the backbone and gel-purified with the QIAquick Gel Extraction Kit (Qiagen) following the kit’s protocol. The DNA was precipitated with sodium acetate and resuspended in ultrapure water (Sigma-Aldrich). Finally, the DNA was spin through an Ultrafree-MC centrifugal filter (Merck, Germany).

All components were microinjected into the cytoplasm of 112 C57BL/6N zygotes at the following concentrations: 25 ng/µl for each gRNA, 100 ng/µl of Cas9 RNA and 200 ng/µl of vector DNA. Thirty-eight pups were born and four were positive for the homologous recombination event. One of these was the correct substitution, while the others contained several copies of the DNA vector.

To map the RNAseq data from the *Olfr2 > Olfr1507* homozygous mice, we modified the reference B6 mouse genome (GRCm38) to substitute the *Olfr1507* CDS with that of *Olfr2*. Additionally, the *Olfr2* CDS in the endogenous locus was removed to avoid multimapping. All the counts from both the endogenous *Olfr2* UTRs and the modified *Olfr1507* locus were added together and reported as the *Olfr2* counts; *Olfr1507* was set to zero. The WT controls were mapped to the unmodified reference genome. Data processing and DE analysis were performed as previously described.

### Identification of transcription-factor-binding sites

We used the RegionMiner tool from the Genomatix software suite (https://www.genomatix.de/solutions/genomatix-software-suite.html) to identify overrepresented transcription factor binding sites (TFBSs) in the regions 1 kb upstream of the transcription start site of OR genes as annotated in (Ibarra-Soria et al., 2014), for all B6, 129 and CAST sequences. We extracted the match details for the matrix families NOLF and HOMF (Matrix Family Library version 9.3), which correspond to Olf1/Ebf1 and homeodomain TFs, respectively. *Ad hoc* perl scripts were used to parse out the core sequence coordinates of each motif match (defined as the central 10 nucleotides of the reported match), and then to compare the results for each promoter across the strains. We identified those OR genes that had differing number of predicted sites. The number and coordinates of the predicted TFBS are provided in Figure 4—source data 2.

### Allelic discrimination of the F1 RNAseq data

The RNAseq data from the WOM of B6 x CAST F1 hybrids were obtained from a pre-publication release by the Wellcome Trust Sanger Institute (ERP004533). Data was processed as described above. Total expression estimates were obtained by mapping the RNAseq data to the B6 or pseudo-CAST genomes, with standard parameters. The expression estimates obtained with each genome were very highly correlated (rho = 0.99, p<2.2 × 10^−16^). Therefore, the data mapped to the B6 reference was used in downstream analyses.

To obtain allele-specific expression estimates, the RNAseq data was mapped to both the B6 and the pseudo-CAST genomes, without mismatches. Therefore, reads that span SNPs could only map to the genome corresponding to the allele they come from. Subsequent analyses were performed on the OR repertoire only. All reads mapped across each SNP were retrieved with SAMtools (RRID:SCR_002105) (Li et al., 2009); *ad hoc* perl scripts were used to exclude reads that splice across the SNP or that were not uniquely mapped. Finally, the number of different reads mapping across all SNPs of each gene was obtained.

To normalize for depth of sequencing, the total expression raw data was combined with the estimates from the parental strains, and normalized all together. The OR data was then further normalized to account for the number of OSNs, as described above. The same size factors were used to normalize the expression estimates from SNP positions.

To deconvolve the total expression into allele-specific expression, a ratio of the expression of each allele was obtained from the counts in SNP positions by dividing the counts in B6 over the total counts in B6 and CAST. Then, the total expression normalized counts were multiplied by the ratio to obtain the B6 expression, and to the inverse of the ratio for the CAST-specific expression. Only those genes with normalized counts in SNP positions above the lowest quartile were used (840 OR genes).

To estimate the amount of technical noise inherent to allelic expression estimation in genes with low counts such as the ORs, we created an in silico F1 dataset. To do this, we used SAMtools (Li et al., 2009) to downsample the F0 B6 and CAST samples to 50% of the median depth of the F1 samples; we used the three male B6 samples only. We combined each B6 sample with a CAST sample to create an F1 where the contribution from each allele was 50%. We processed the resulting F1 data as described above. The ratio of the two alleles in the F1 data should match the corresponding ratios in the parental calculations, and we can attribute any deviations from unity to technical noise. Thus, we computed the deviation form the x = y line for each gene in the in silico F1 and used it to correct the fold-change estimate between the allelic expression values in the real F1 data. We used the concordance correlation coefficient as a measurement of the correlation of the fold-change estimates between the parental and allelic expression values (Lin, 1989). Unlike a regular correlation coefficient, it corrects for the agreement on the x = y line, where the data should fall if regulation occurs in cis. Furthermore, it provides the parameter C_b_ which quantifies the deviation of the best fit to the data from the x = y line; C_b_ = 1 means no deviation. For both the in silico F1 and the real F1 data, the C_b_ was 0.99, indicating that the OR repertoire as a whole lies on the diagonal.

### Odor-exposure in vivo

B6 mice were exposed to a mix of heptanal, (R)-carvone, eugenol and acetophenone at 1 mM concentration each, diluted in mineral oil (all odorants from Sigma-Aldrich except acetophenone, from Alfa Aesar). For the acute exposure experiments, the odor mix was added to the water bottles of the animals; mineral oil alone was used for controls. Water bottles were replaced twice a week with freshly prepared ones. The exposure started from at least embryonic day (E)14.5 and the WOM was collected from age-matched exposed and control groups at different time-points after the start of the treatment. For the chronic exposure experiments, the odor mixture or mineral oil only, were applied to a cotton ball with a plastic pasteur pipette; these were put into metal tea strainers that were then introduced into the cage of the animals. The cotton ball was replaced fresh daily. The exposure started from birth and the WOM was collected from age-matched exposed and control groups at different time-points after the start of the treatment.

For the follow-up experiments, animals were acutely exposed only to (R)-carvone, or heptanal, or to the combination of both. The final concentration of each odorant was 1 mM. The odorants were directly added to the water bottles, without dilution in mineral oil. Therefore, the controls were kept with pure water. The water bottles were changed twice a week. The exposure started from at least E16.5 and the WOM was collected at 10 weeks of age.

### qRT-PCR expression estimation

For qRT-PCR experiments, RNA from WOM was extracted as previously described. 1 μg of RNA was reversed-transcribed into cDNA using the High-Capacity RNA-to-cDNA kit (Applied Biosystems, Waltham, Massachusetts) with the manufacturer’s protocol. Predesigned TaqMan gene expression assays were used on a 7900HT Fast Real-Time PCR System (ThermoFisher Scientific) following the manufacturer’s instructions. Mean cycle threshold (Ct) values were obtained from two technical replicates, each normalized to *Actb* using the ΔCt method. Relative quantity (RQ) values were calculated using the formula RQ = 2^ΔCt^. Differential expression between groups was tested in R, by a two-tailed t-test, with multiple-testing correction by the Benjamini and Hochberg (FDR) method.

### Luciferase assay

For OR response in vitro, a Dual-Glo Luciferase Assay System (Promega) was employed using the previously described method (Zhuang and Matsunami, 2008). Modified HEK293T cells, Hana3A cells, were obtained directly from the Matsunami Laboratory. Cell line identity and negative mycoplasma status was confirmed by PCR after the completion of all experiments. Cells were plated on 96-well PDL plates (ThermoFisher Scientific) for transfection with 5 ng/well of RTP1S-pCI (Saito et al., 2004; Zhuang and Matsunami, 2007), 5 ng/well of pSV40-RL, 10 ng/well pCRE-luc, 2.5 ng/well of M3-R-pCI (Li and Matsunami, 2011), and 5 ng/well of plasmids encompassing the six olfactory receptors of interest. (R)-carvone and heptanal (Sigma-Aldrich) were diluted to a 1 mM solution in CD293 (ThermoFisher Scientific) from 1M stocks in DMSO. 24 hr following transfection, we applied 10-fold serial dilutions of each odorant from 1 mM to 1 nM in triplicate. Luminescence was measured after a 4-hr odor stimulation period using a Synergy two plate reader (BioTek, Winooski, Vermont). Transfection efficiency was controlled for by normalizing all luminescence values by the Renilla luciferase activity. The data were fit to a sigmoidal curve and every OR-odorant pair was compared to a vector-only control using an extra sums-of-squares F test (significantly different from empty vector if p<0.05, the s.d. of the fitted log(EC50) was less than one log unit, and the 95% confidence intervals of the top and bottom parameters did not overlap). Data were analyzed with GraphPad Prism 7.00 and R.

### pS6 immunoprecipitation and RNAseq

Three- to four-week old C57BL/6 mice were placed individually into sealed containers (volume ≈ 2.7L) inside a fume hood and allowed to rest for 1 hr in an odorless environment. For odor stimulus, 10 µl odor solution or 10 µl distilled water (control) was applied to 1cm × 1cm filter paper held in a cassette. The cassette was placed into a new mouse container into which the mouse was also transferred, and the mouse was exposed to the odor solution or control for 1 hr. Experiments were performed in triplicates or quadruplicates, and within each replication the experimental and control mice were littermates of the same sex.

Following odor stimulation, the mouse was sacrificed and the OE was dissected in 25 ml of dissection buffer (1 × HBSS ( with Ca^2+^ and Mg^2+^), 2.5 mM HEPES (pH 7.4 adjusted with KOH), 35 mM glucose, 100 µg/ml cycloheximide, 5 mM sodium fluoride, 1 mM sodium orthovanadate, 1 mM sodium pyrophosphate, 1 mM beta–glycerophosphate) on ice. The dissected OE was transferred to 1.35 ml homogenization buffer (150 mM KCl, 5 mM MgCl_2_, 10 mM HEPES (pH 7.4 adjusted with KOH), 100 nM Calyculin A, 2 mM DTT, 100 U/ml RNasin (Promega), 100 µg/ml cycloheximide, 5 mM sodium fluoride, 1 mM sodium orthovanadate, 1 mM sodium pyrophosphate, 1 mM beta–glycerophosphate, protease inhibitor (Roche, one tablet/10 ml)) and homogenized three times at 250 rpm and nine times at 750 rpm. The homogenate was transferred to a 1.5 ml lobind tube (Eppendorf, Germany), and centrifuged at 4600 rpm for 10 min at 4°C. The supernatant was then transferred to a new 1.5 ml lobind tube, to which 90 µl 10% NP–40 and 90 µl 300 mM DHPC (Avanti Polar Lipids, Alabaster, Alabama) was added. The mixture was centrifuged at 13,000 rpm for 10 min at 4°C. The supernatant was transferred to a new 1.5 ml lobind tube, and mixed with 20 µl pS6 antibody (Cell Signaling Technology, Danvers, Massachusetts). Antibody binding was allowed by incubating the mixture for 1.5 hr at 4°C with rotation. During antibody binding, Protein A Dynabeads (ThermoFisher Scientific, 100 µl/sample) was washed three times with 900 µl beads wash buffer 1 (150mM KCl, 5 mM MgCl_2_, 10 mM HEPES (pH 7.4 adjusted with KOH), 0.05% BSA, 1% NP–40). After antibody binding, the mixture was added to the washed beads and gently mixed, followed by incubation for 1 hr at 4°C with rotation. After incubation, the RNA-bound beads were washed 4 times with 700 µl beads wash buffer 2 (RNase free water containing 350 mM KCl, 5 mM MgCl_2_, 10 mM HEPES (pH 7.4 adjusted with KOH), 1% NP–40, 2 mM DTT, 100 U/ml recombinant RNasin (Promega), 100 µg/ml cycloheximide, 5 mM sodium fluoride, 1 mM sodium orthovanadate, 1 mM sodium pyrophosphate, 1 mM beta–glycerophosphate). During the final wash, beads were placed onto the magnet and moved to room temperature. After removing supernatant, RNA was eluted by mixing the beads with 350 µl RLT (Qiagen). The eluted RNA was purified using RNeasy Micro kit (Qiagen). Chemicals were purchased from Sigma if not specified otherwise.

1.5 µl purified RNA was mixed with 5 µl reaction mix (1× PCR buffer (Roche), 1.5 mM MgCl_2_, 50 µM dNTPs, 2 ng/µl poly–T primer (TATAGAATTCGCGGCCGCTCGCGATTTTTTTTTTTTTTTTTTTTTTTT), 0.04 U/µl RNase inhibitor (Qiagen), 0.4 U/µl recombinant RNasin (Promega)). This mixture was heated at 65°C for 1 min and cooled to 4°C. 0.3 µl RT mix (170 U/µl Superscript II (ThermoFisher Scientific), 0.4 U/µl RNase inhibitor (Qiagen), 4 U/µl recombinant RNasin (Promega), 3 µg/µl T4 gene 32 protein (Roche)) was added to each tube and incubated at 37°C for 10 min then at 65°C for 10 min. 1 µl ExoI mix (2 U/µl ExoI (NEB), 1× PCR buffer (Roche), 1.5 mM MgCl_2_) was added to each tube and incubated at 37°C for 15 min then 80°C for 15 min. 5 µl TdT mix (1.25 U/µl TdT (Roche), 0.1 U/µl RNase H (ThermoFisher Scientific), 1× PCR buffer (Roche), 3 mM dATP, 1.5 mM MgCl_2_) was added to each tube and incubated at 37°C for 20 min then 65°C for 10 min. 3.5 µl of the product was added to 27.5 µl PCR mix (1× LA Taq reaction buffer (TaKaRa, Japan), 0.25 mM dNTPs, 20 ng/µl poly–T primer, 0.05 U/µl LA Taq (TaKaRa)) and incubated at 95°C for 2 min, 37°C for 5 min, 72°C for 20 min, then 16 cycles of 95°C for 30 s, 67°C for 1 min, 72°C for 3 min with 6 s extension for each cycle, and then 72°C for 10 min. The PCR product was purified by gel purification, and 50 ng of the purified product was used for library preparation with Nextera DNA Sample Prep kits (Illumina). Libraries were sequenced on a HiSeq 2000/2500 (12 libraries pooled per lane) to produce 50 base pair single-end reads. The sequencing data have been deposited in the Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/) under accession GSE87695.

Short reads were aligned to the mouse reference genome mm10 using Bowtie (Langmead et al., 2009). The reads mapped to annotated genes were then counted using BEDTools (Quinlan and Hall, 2010); the gene models for OR genes were replaced by those reported in Ibarra-Soria et al. (2014). A rescuing scheme was used as implemented in Jiang et al. (2015) (code available at https://github.com/Yue-Jiang/RNASeqQuant (Jiang, 2017) with a copy archived at https://github.com/elifesciences-publications/RNASeqQuant). The read count tables were then analyzed using EdgeR (Robinson et al., 2010) to identify differentially expressed ORs.

How the deposited data were processed for this re-analysis (not part of the article)

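The data are RNAseq counts from pS6-IP of the OE of 9 mice, 3 controls, 3 exposed to 1% heptanal and 3 exposed to 100% heptanal for 1 hr. The other experiments of the paper, among them the RNAseq of mouse strains and the 10-week exposure, were not analysed here, apart from the paper's own list of ORs that changed after 10 weeks, which was read from the source data of Figure 6. The authors aligned reads to mm10 with Bowtie, counted them on genes with BEDTools using their own models for OR genes, and deposited 1 table per mouse. The tables have no header, so the columns were identified from their values. A column of counts was taken as the reads that mapped to 1 place, and the last column as estimated counts. In the estimated counts the authors also assigned reads that mapped to several genes by a rescue scheme. The deposited tables cover 23607 genes, 1248 of them ORs, and are not normalized.

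The estimated counts were rounded to whole numbers and used for all reported results, and the counts of uniquely mapped reads were used as an alternative. The total per mouse was 5438494 to 9707592. At the smallest total, the floor of 3 counts is 5.52e-05% of the library. Every pair of mice of the same group differed by far more than sampling noise, so none was counted as the same library.

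Genes were tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr with its default minimum counts, TMM normalization, glmQLFit and glmQLFTest), with 3 groups and no block, since the paper's text names edgeR but no design. P-values were adjusted by the Benjamini-Hochberg method over the 448 ORs or the 14482 other genes tested, and the threshold was 0.05. Standard errors of log2 fold changes were taken as the fold change divided by the square root of its test statistic. The overlap with the 10-week ORs was tested with a one-sided hypergeometric test against the ORs tested here, and shares of counts with exact permutation tests, with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3. The clustering of enriched ORs within 50 kb was tested with 100000 random draws, and the 10-week ORs were set against 10000 random lists of ORs of like abundance. GENCODE annotation of GRCm38 gave the coordinates of Olfr544, Olfr1362 and the genes that are not ORs. Those of the 10-week ORs came from the source data of Figure 6.

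The genes named in the text were fixed before the data were examined, as were the design, the groups and the first set of alternatives. They are the 5 ORs with the lowest p among those enriched at each concentration that rose in all 3 replicates, the ORs the paper tested in vitro, the 10-week heptanal ORs, Xist, Ddx3y and 5 markers of mature OSNs, 9 activity-related genes, and at most 5 genes other than ORs past the threshold at each concentration. Only 2 ORs qualified at 100% heptanal and 0 at 1% heptanal.

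In all, 42 other settings were fitted, 24 of them set in advance, of which 9 left out 1 mouse each. The other 18 were added after the counts of several fits and the paper's own counts had been seen. The overlap with the 10-week ORs was also recounted in 14 ways with other lists, backgrounds or sets of changed ORs, 5 of them set in advance and 9 added later, which makes 56 fits and recounts. Their number matters when one of them comes close to a value in the paper. The share of counts on ORs, the correlation across ORs and the clustering had 48 further alternatives, 25 set in advance and 23 added later. The added fits include DESeq2 1.42.0 with the replicate block.

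The tests were tested on simulated data in 3 runs, with negative binomial counts drawn from the means, library sizes, replicate differences and dispersions of these samples and 200 genes changed 4-fold at 100% heptanal. The share of changed genes found was 30.2% without the block, 57.5% with the likelihood ratio test, 75.7% with the replicate block, 86% with the block and the likelihood ratio test, and 83.8% with the block and DESeq2. The share of false calls was 0%, 2.27%, 6.58%, 21.3% and 20.2% in the same order. P-values were adjusted over all genes together there, so these shares need not hold for calls among ORs. At 1% heptanal, where no gene had been changed, the last 2 called up to 35 and 23 genes in a run and the other 3 called 0. Plots were drawn with matplotlib 3.10.9.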

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

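The fit with the replicate block, the scaling by OSN markers without it and the uniquely mapped counts were set before the data were examined, but the first 2, the scaling together with the block and the regroupings with the block were chosen as tests of these 2 genes only after the results had been seen. Thinning with the block was added after other fits had been seen, though before its own result was.

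Genes other than ORs are not discussed in the paper's pS6-IP results, and 2 of the 14482 tested changed at 100% heptanal, both upwards, while 0 changed at 1% heptanal (45 rose and 53 fell at an unadjusted p below 0.05, where 724 would pass by chance). Fosb, on chromosome 7 of GRCm38 from 19302696 to 19310051, had 2.68 ± 1.08 CPM in controls, 7.32 ± 1.34 at 1% heptanal and 83.9 ± 14.9 at 100% heptanal (SD, n = 3 each). Its log2 fold change at 100% heptanal was 4.97 (standard error 0.36, adjusted p = 0.00386 by edgeR). Pcdh10, on chromosome 3 from 45378398 to 45435623, had 42 ± 11.6, 53.1 ± 2.56 and 264 ± 15.8 CPM, a log2 fold change of 2.65 (standard error 0.22, adjusted p = 0.00572 by edgeR). Both were also higher at 100% than at 1% heptanal in the direct test of that difference (adjusted p = 0.0178 each), and both were above the control in 3 of 3 replicates.

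Fosb belongs to the activity-related genes chosen before the data were examined, Pcdh10 does not. Of the others, Egr1 (log2 fold change 2.91), Fos (2.69), Nr4a1 (2.16) and Kirrel2 (1.19) were past the threshold with the replicate block (adjusted p = 0.00132, 0.0066, 0.00684 and 0.00814 by edgeR) but not without it, and Junb, Arc, Npas4 and S100a5 were past it in neither. At 1% heptanal none of the 9 activity-related genes was past the threshold in either fit. The adjustment was over all genes other than ORs, not over these 9, so it does not show that they were unchanged. Fosb rose at 1% heptanal in 3 of 3 replicates, with an unadjusted p of 0.00158 without and 0.00113 with the block by edgeR. The others had an unadjusted p above 0.05 there in both fits. At 100% heptanal without the block the unadjusted p was 8.25e-05 for Egr1, 5.44e-05 for Fos, 3.23e-05 for Nr4a1 and 0.000717 for Kirrel2.

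A difference in library size was tested by thinning every mouse to the smallest library in the fit with the replicate block, and 2 of the 2 genes kept an adjusted p below 0.05. With the block alone, which takes out differences between litters, 2 of the 2 kept it. With uniquely mapped counts, which leave out reads shared between paralogs, 2 of the 2 kept it. The log2 fold changes were 4.969 against 4.968 for Fosb and 2.655 against 2.653 for Pcdh10, so shared reads hardly entered them. More RNA of mature OSNs at 100% heptanal was tested by scaling with the 5 OSN markers. Without the block this left 0 of the 2 past the threshold, with a log2 fold change of 4.13 for Fosb (adjusted p = 0.052 by edgeR) and 1.89 for Pcdh10 (adjusted p = 0.302). With the block 2 of the 2 still rose past it, with log2 fold changes of 4.22 and 1.89, but that fit called 2610 genes other than ORs. More RNA of mature OSNs may therefore account for part of the rise.

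Other groupings of the 6 mice of the comparison that part all same-numbered mice were compared with the real one. Without the block 0 genes other than ORs passed the threshold in the real grouping, so that 4 of the 4 groupings had to give as many and the count cannot tell anything. With the block the real grouping gave 79 genes and the others 0, so 1 of 4 gave as many, and with the block and the likelihood ratio test it gave 411 and the others at most 1, so again 1 of 4. With 4 groupings no share below 0.05 can be reached, so an accident of which mice were in which group is not excluded by these counts. What remains is that the rise of Fosb and Pcdh10 may reflect activity evoked by 100% heptanal in the cells recovered by pS6-IP, or in part more RNA of mature OSNs in these mice. Scaling with the OSN markers without the block left log2 fold changes of 4.13 and 1.89, though 0 of 2 past the threshold. The common dispersion was 0.344 with that scaling and 0.253 without it, so losing the threshold does not measure this part. The same scaling with the block left 2 of 2 past the threshold, with log2 fold changes of 4.22 and 1.89. A response of the OE to undiluted heptanal that does not depend on ORs was not tested.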

How the results depend on the processing

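The alternatives below were compared with the fit reported at the claims, edgeR's quasi-likelihood test without a replicate block, which gave 0 and 2 ORs enriched and 0 and 0 depleted at 1% and 100% heptanal, 0 ORs different between the concentrations, 0 and 2 other genes changed, and an overlap of 0 ORs with the 10-week list (exact hypergeometric p = 1). At an unadjusted p below 0.05 that fit had 5 ORs higher and 16 lower at 1%, 60 and 7 at 100%, and 66 and 4 for 100% against 1% heptanal. Pairs of counts below are for 1% and 100% heptanal in turn. Where a count changed, the cause was not tested.

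Unrounded values, DESeq2's size factors and the 1249 ORs of the source data left every count at an adjusted p below 0.05, and the overlap, as it was. The list of 20 ORs, enriched ORs only, 100% heptanal only and the other backgrounds left the overlap as it was, with an exact p of 1 each. With 0 ORs shared, the one-sided test gives its highest p whatever the list or background, so these p-values test nothing. The list of 20 adds Olfr307 and Olfr1153 to the 18 ORs read from the source data. They were picked by DESeq2 run here on the source-data counts, with adjusted p of 0.0728 and 0.0982. They need not be the 2 that the paper counts. Neither was among the 448 ORs tested, so this list could not change the overlap there. No filter on low counts and adjustment over all genes each gave 0 ORs enriched at 100%, and uniquely mapped counts gave 7. Scaling by OSN markers gave 0 ORs enriched and 0 other genes changed at 100%. TMM factors over the ORs gave 0 of both and 1 OR depleted at 1%. A fit to only the 6 mice of each comparison gave 0 and 5 ORs enriched and 0 and 0 depleted, 1 OR different between concentrations, 0 and 0 other genes changed, and an overlap of 0 ORs (exact p = 1), 0 increased and 0 decreased ORs being enriched. A minimum of 10 counts in every mouse gave 0 and 21 ORs enriched and 0 and 1 depleted, 12 ORs different between concentrations, 0 and 2 other genes changed, and an overlap of 2 ORs (exact p = 0.577), 2 increased and 0 decreased ORs being enriched. The likelihood ratio test gave 1 and 33 ORs enriched and 3 and 2 depleted, 34 ORs different between concentrations, 1 and 10 other genes changed, and an overlap of 2 ORs (exact p = 0.237), 2 increased and 0 decreased ORs being enriched. edgeR's exact test gave 0 and 26 ORs enriched and 1 and 0 depleted, 29 ORs different between concentrations, 1 and 10 other genes changed, and an overlap of 2 ORs (exact p = 0.138), 2 increased and 0 decreased ORs being enriched. DESeq2's Wald test gave 0 and 36 ORs enriched and 1 and 2 depleted, 33 ORs different between concentrations, 0 and 40 other genes changed, and an overlap of 2 ORs (exact p = 0.247), 2 increased and 0 decreased ORs being enriched.

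Of the single choices, the replicate block gave the most ORs enriched at 100% heptanal and the most ORs different between concentrations. With the replicate block there were 1 and 40 ORs enriched and 0 and 1 depleted, 65 ORs different between concentrations, 0 and 38 other genes changed, and an overlap of 4 ORs (exact p = 0.0125), 3 increased and 1 decreased ORs being enriched. The block with the likelihood ratio test gave 7 and 122 ORs enriched and 17 and 9 depleted, 157 ORs different between concentrations, 4 and 203 other genes changed, and an overlap of 9 ORs (exact p = 0.000939), 6 increased and 3 decreased ORs being enriched. On simulated counts 21.3% of its calls among all genes were false.

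The next settings were chosen after seeing the data. TMM factors over the ORs with the block gave 5 and 26 ORs enriched and 9 and 26 depleted, 84 ORs different between concentrations, 0 and 7704 other genes changed, and an overlap of 4 ORs (exact p = 0.0491), 2 increased and 2 decreased ORs being enriched. Scaling by OSN markers with the block gave 4 and 40 ORs enriched and 7 and 18 depleted, 91 ORs different between concentrations, 0 and 2610 other genes changed, and an overlap of 5 ORs (exact p = 0.0136), 3 increased and 2 decreased ORs being enriched. Uniquely mapped counts with the block gave 0 and 41 ORs enriched and 0 and 1 depleted, 58 ORs different between concentrations, 0 and 37 other genes changed, and an overlap of 4 ORs (exact p = 0.0125), 3 increased and 1 decreased ORs being enriched. Thinning to the smallest library with the block gave 1 and 41 ORs enriched and 1 and 2 depleted, 70 ORs different between concentrations, 0 and 44 other genes changed, and an overlap of 4 ORs (exact p = 0.016), 3 increased and 1 decreased ORs being enriched. Adjustment over all genes with the block gave 0 and 8 ORs enriched and 0 and 0 depleted, 1 OR different between concentrations, 0 and 40 other genes changed, and an overlap of 2 ORs (exact p = 0.0142), 2 increased and 0 decreased ORs being enriched. Fitted to the 6 mice of each comparison, the block gave 1 and 150 ORs enriched and 0 and 7 depleted, 21 ORs different between concentrations, 0 and 79 other genes changed, and an overlap of 9 ORs (exact p = 0.00391), 6 increased and 3 decreased ORs being enriched. The same 6 mice with the likelihood ratio test and the block gave 5 and 191 ORs enriched and 3 and 10 depleted, 154 ORs different between concentrations, 0 and 411 other genes changed, and an overlap of 10 ORs (exact p = 0.00534), 6 increased and 4 decreased ORs being enriched. DESeq2 with the block gave 3 and 106 ORs enriched and 5 and 7 depleted, 140 ORs different between concentrations, 0 and 192 other genes changed, and an overlap of 8 ORs (exact p = 0.00151), 5 increased and 3 decreased ORs being enriched (20.2% false calls among all genes on simulated counts). Without a filter, the block and the likelihood ratio test gave 6 and 125 ORs enriched and 13 and 14 depleted, 179 ORs different between concentrations, 1 and 178 other genes changed, and an overlap of 9 ORs (exact p = 0.000545), 6 increased and 3 decreased ORs being enriched. Adjusted over all genes, the block and the likelihood ratio test gave 2 and 60 ORs enriched and 6 and 2 depleted, 75 ORs different between concentrations, 6 and 235 other genes changed, and an overlap of 6 ORs (exact p = 0.00266), 4 increased and 2 decreased ORs being enriched. The likelihood ratio test adjusted over all genes gave 0 and 9 ORs enriched and 1 and 0 depleted, 11 ORs different between concentrations, 1 and 12 other genes changed, and an overlap of 0 ORs (exact p = 1), 0 increased and 0 decreased ORs being enriched. No filter and the likelihood ratio test gave 0 and 28 ORs enriched and 3 and 1 depleted, 40 ORs different between concentrations, 1 and 8 other genes changed, and an overlap of 2 ORs (exact p = 0.111), 2 increased and 0 decreased ORs being enriched. ORs alone with the block gave 1 and 0 ORs enriched and 0 and 1 depleted, 0 ORs different between concentrations, and an overlap of 1 OR (exact p = 0.0482), 0 increased and 1 decreased ORs being enriched. ORs alone with the block and the likelihood ratio test gave 1 and 1 ORs enriched and 2 and 1 depleted, 8 ORs different between concentrations, and an overlap of 1 OR (exact p = 0.117), 0 increased and 1 decreased ORs being enriched. ORs alone with the likelihood ratio test gave 0 and 0 ORs enriched and 0 and 0 depleted, 0 ORs different between concentrations, and an overlap of 0 ORs (exact p = 1), 0 increased and 0 decreased ORs being enriched. The exact p of the overlap with the list of 20 ORs, with all 1249 ORs as background and with both was 0.0125, 0.0022 and 0.00332 with the block, 0.000939, 5.89e-05 and 0.000165 with the block and the likelihood ratio test, 0.00534, 0.000145 and 0.000451 with both on the 6 mice. With the tested ORs as background the list of 20 could not change p, since its 2 added ORs were not tested.

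Each mouse was left out in turn without the block (9 fits) and each litter in turn with it (3 fits, chosen after seeing the data). Over the 9 fits without the block, 0 ORs were enriched at 1% and 0 to 10 at 100%, and 0 were depleted at either. Between concentrations 0 to 1 ORs differed, and 1 to 3 other genes changed at 100%. The overlap was 0 to 1 ORs (exact p 0.206 to 1), with 0 to 1 increased and 0 decreased ORs enriched. Over the 3 fits with the block, 0 to 4 and 15 to 50 ORs were enriched and 0 to 1 and 0 to 5 depleted. Between concentrations 0 to 82 ORs differed, and 1 to 4 other genes changed at 100%. The overlap was 2 to 4 ORs (exact p 0.000845 to 0.0461), with 2 to 3 increased and 0 to 2 decreased ORs enriched. The share of counts on ORs at 100% heptanal, 1.99 times that of controls, stayed above 1 in every alternative run, from 1.17 relative to OSN markers (1.21 within litters, chosen after seeing the data) to 2.72 without the control of replicate 2. At 1% heptanal the ratio of 1.04 had no stable direction: it was 0.993 relative to OSN markers, 0.978 within litters and 0.989 within litters relative to OSN markers (both chosen after seeing the data) and between 0.800 and 1.42 with 1 mouse left out. The correlation across ORs between the concentrations, 0.291, was 0.465 with at least 10 counts in every mouse and 0.192 to 0.606 with 1 mouse left out. It turned negative when no control served both concentrations, at -0.147 and -0.244, -0.0869 and -0.0114, and -0.0475 and -0.031 with control 1, 2 or 3 used alone for 1% or for 100% heptanal. With changes taken within litters, chosen after seeing the data, it was 0.344 with all litters for both concentrations, and 0.0826 and 0.124, 0.0578 and 0.0601, and 0.0295 and 0.00211 with litter 1, 2 or 3 used alone for 1% or for 100% heptanal and the other litters for the other concentration. It was 0.322 with the replicate block. The clustering of enriched ORs was not past the threshold in any alternative run, with a permutation p of 1 without the block, 0.0607 with it and 0.228 with the block and the likelihood ratio test.

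Single genes changed sign at 100% heptanal mostly where the scaling changed. Their log2 fold changes were, with TMM factors over the ORs, Olfr524 -0.0363, Olfr533 -0.57, Olfr1198 -0.0112, Omp -0.00025, Adcy3 -0.80, Ano2 -0.56, Gnal -0.33, Junb -0.20. With OSN marker scaling they were Olfr533 -0.13, Adcy3 -0.46, Ano2 -0.22, Gnal -0.0165. In fits chosen after seeing the data, they were Olfr524 -0.0368, Olfr533 -0.27, Adcy3 -0.69, Ano2 -0.45, Gnal -0.28, Junb -0.0402 with the block and TMM factors over the ORs, Olfr533 -0.0168, Adcy3 -0.43, Ano2 -0.20, Gnal -0.018 with the block and OSN marker scaling, Olfr524 -0.0556, Olfr533 -0.29 in the ORs alone with the block, Olfr524 -0.0557, Olfr533 -0.29 there with the likelihood ratio test, and Olfr524 -0.0555, Olfr533 -0.58, Olfr1198 -0.0164 there without the block. With a mouse or a litter left out, Olfr1198 ran from -0.22 to 2.92 and Arc from -0.58 to 0.52. Of the other single-gene values over all settings, 871 kept their direction and side of the threshold, 180 kept their direction and came past the threshold and 36 kept it and were no longer past it. Low counts kept some ORs out: 7 of the 18 ORs of the 10-week list and 4 of the 6 tested in vitro had too few counts to be tested. Whether sequencing depth or a low share of counts on ORs set this limit was not separated.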

Differences from the paper's values

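The design used here was set before the data were examined. It leaves out the pairing of littermates given in the methods, which the fits with the replicate block take in. A difference found without the block therefore does not show that the paper's result fails. Each of the 4 values was recomputed under every alternative that applies to it.

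At 1% heptanal the paper reports 12 enriched ORs, and 0 were enriched here (5 rose at an unadjusted p below 0.05). None of the alternatives set before the data were examined closed the gap, and the nearest, the replicate block with the likelihood ratio test, gave 7. None of the settings added later reached it.

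At 100% heptanal the paper reports 210 enriched ORs, and 2 were enriched here. None of the alternatives set before the data were examined closed the gap. The nearest was again the replicate block with the likelihood ratio test, with 122. The replicate block fitted to the 6 mice of the comparison gave 191 with the likelihood ratio test and 150 with the quasi-likelihood test, both within 1.5 times the paper's 210, and both were chosen after seeing the values.

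The paper reports that 11 of the 20 ORs that changed after 10 weeks also changed in the pS6-IP, and 0 of the 11 that could be tested did so here. Of the alternatives set before the data were examined, the replicate block with the likelihood ratio test gave 9, which is within 1.5 times the paper's 11, and all others gave 4 or fewer. Among the settings chosen after seeing the values, the block with the likelihood ratio test gave 10 on the 6 mice of each comparison and 9 without a filter on low counts, the block with the quasi-likelihood test on the 6 mice gave 9, and the block with DESeq2 gave 8.

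For this overlap the paper gives a hypergeometric p of 0.0001, and it was 1 here. The p here follows from the 0 shared ORs alone, so it is no evidence against the overlap. No alternative set before the data were examined closed the gap, the nearest being 0.000939 with the replicate block and the likelihood ratio test. The block with the likelihood ratio test on the 6 mice, with all 1249 ORs of the source data as background, gave 0.000145, and it was chosen after seeing the values.

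The paper states that ORs of both types, increased and decreased after 10 weeks, were marked in the pS6-IP. Here 0 increased and 0 decreased ORs were enriched without the replicate block, 3 and 1 with it, and 6 and 3 with the block and the likelihood ratio test.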

Other observations

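The enriched ORs of the fit with the replicate block had been counted before any test of them was chosen, and the fits that combine the block with OSN scaling, uniquely mapped counts, thinning or a litter left out were added then, before their own results were seen. Chosen after their results were seen were the TMM factors over ORs, the library sizes and the marker-relative share within litters, the permutation tests of the increased against the decreased 10-week ORs, and the within-litter correlations. The fold changes with a litter left out were added after the counts of those fits had been seen.

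With the replicate block, 40 ORs were enriched at 100% heptanal. More RNA of mature OSNs in those mice, tested by scaling the mice by 5 OSN markers in the same fit, left 26 of the 40 enriched. Uniquely mapped counts, which leave out reads shared between paralogs, left 38, and thinning every mouse to the smallest library left 37. Across ORs the log2 fold change was only weakly related to gene length (Spearman's rho -0.0947 across 448 ORs, p = 0.0452), and rho with the GC content of the transcript was 0.000317 (446 ORs, p = 0.995). These p-values treat ORs as independent. Enriched ORs had an enriched neighbour within 50 kb in 12 cases against 6.35 in random draws (permutation p = 0.0607). With TMM factors computed over the ORs, 17 of the 40 stayed enriched. That scaling centres the ORs by construction, so it takes out a shift common to all ORs. The 17 rose relative to the other ORs, which a shift of the same size in all ORs would not give. In a fit of the ORs alone with the block, however, 0 were enriched at 100% heptanal. The common dispersion was 0.727 in that fit, against 0.081 in the fit of all genes with the block. That 0 therefore does not separate a common shift from a larger estimated spread. How much of the rise of the 40 is a common shift cannot be told from these fits. All 40 ORs were higher than the control in all 3 litters. Leaving out litter 1, 2 or 3 gave 50, 15 and 18 enriched ORs. Each of these fits lost as many samples, so the loss of samples alone does not explain the fall to 15 and 18, and the count depends in part on which litters are included. The size of the change did not fall with it: the median log2 fold change of the ORs among the 40 that were tested was 2.05, 2.44 and 2.48 in these fits, against 2.31 with all litters, although these ORs had been chosen for their rise in the same mice. Whether the number of enriched ORs rests on litters 2 and 3 cannot be told from 3 litters. A broad shift of OR mRNAs and activation of particular OSN types are not separated by these data.

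Other groupings of the same 6 mice were compared with the real one, using the 4 groupings of 10 that part all same-numbered mice. At 100% heptanal the real grouping alone gave the largest number of enriched ORs: 1 of 4 groupings gave as many without the block (5 in the real one and 0 in the others), 1 of 4 with the block (150, and 0 in the others) and 1 of 4 with the block and the likelihood ratio test (191, and at most 8 in the others). For ORs that differ between 100% and 1% heptanal 1 of 4 gave as many without the block (1, and 0 in the others). With the block the real grouping gave 21 ORs and the others 0. With the block and the likelihood ratio test it gave 150 higher and 4 lower at 100% heptanal, and the others at most 9 and 4. At 1% heptanal 4 of 4 groupings gave as many enriched ORs, 4 of 4 as many depleted ORs and 4 of 4 as many changed genes other than ORs, since all counts were 0 without the block. At 100% heptanal, 4 of 4 gave as many depleted ORs (0 each). With the block and the likelihood ratio test, the 5 ORs enriched at 1% heptanal were reached or passed by all others, so 4 of 4 gave as many, and 1 grouping gave 29. With 4 groupings no share below 0.05 can be reached. Without the block, 2 groupings that part only 1 same-numbered pair gave more calls than any real one: controls and 1% heptanal mice grouped so that both mice of litter 1 and the 1% mouse of litter 2 were on one side gave 64 ORs higher in the others, and the same arrangement with 1% and 100% heptanal gave 87. Both put the mice of litter 1 on one side, whose OR share was the lowest in each group. All other groupings that did so gave 0 ORs, so this alone does not account for the calls.

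The share of counts on ORs was 1.99 times that of controls at 100% heptanal. A few genes taking most of the counts is not the reason, since the ratio was 1.92 without the 20 genes with the most counts. Relative to the OSN markers it was 1.17 over the group means, and within litters 1.44, 1.19 and 1.03 (geometric mean 1.21, exact sign-flip permutation p = 0.25, the smallest that 3 pairs allow). More RNA of mature OSNs in the 100% heptanal mice may therefore account for much of the rise, whether from dissection, from immunoprecipitation or from exposure, while the part left over is higher in 3 of 3 litters. A difference in library size is not the reason: in the 2 litters whose libraries differed by under 10% (2.75% and 5.79% larger at 100% heptanal) the share was 1.58 and 2.27 times that of the control.

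The 11 tested 10-week ORs had a median absolute log2 fold change of 2.04 at 100% heptanal with the replicate block, against 1.34 in 10000 random lists of ORs of like abundance, which puts it at percentile 95.1, just past the 95th that had been set as the limit. Abundance alone may therefore not account for it, but the margin is narrow.

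The 10-week ORs differed in how they responded to concentration. From 1% to 100% heptanal the 7 increased ORs rose by a mean log2 fold change of 1.71 (0.41 to 2.59) with the replicate block, and the 4 decreased ORs by 0.03 (-0.94 to 1.15). The fold changes of these ORs at both concentrations had been looked at before this comparison was chosen. An exact permutation test over the 330 ways of choosing 4 of the 11 ORs gave p = 0.0152 (0.0455 adjusted by the Benjamini-Hochberg method over 3 comparisons), which treats ORs as independent. The types did not differ clearly in the other 2 comparisons, 1% heptanal against controls (mean 1.28 for decreased and 0.687 for increased ORs, adjusted p = 0.37) and 100% heptanal against controls (1.31 and 2.4, adjusted p = 0.132). The difference from 1% to 100% heptanal was the same way in 3 of 3 litters (-1.59, -0.83 and -1.67), so it does not rest on a single litter, and the abundance of the ORs did not differ clearly between the types (exact permutation p = 0.297). Olfr1359 and Olfr524, both decreased after 10 weeks, were more abundant at 1% than at 100% heptanal, with log2 fold changes between them of -0.94 and -0.69 (adjusted p = 0.0815 and 0.131 by edgeR with the block, so neither change is past the threshold). The other 2 decreased ORs were higher at 100% than at 1% heptanal, Olfr533 (log2 fold change 1.15 between them, and -0.449 at 1% against controls) and Olfr6 (0.607), and the increased OR Olfr53 was enriched at 1% heptanal with the block and the likelihood ratio test (adjusted p = 0.0167). The ORs of a type therefore did not all respond to concentration alike. The difference was found and tested on the same 11 ORs, and dose-response data for more of them would be needed.

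The log2 fold changes of the 448 ORs at 1% and 100% heptanal were correlated across ORs (Pearson's r 0.291, Spearman's rho 0.322), and with the replicate block r was 0.322 (rho 0.344), but both contrasts use the same controls. When the controls were divided so that no control mouse served both, Pearson's r was between -0.244 and -0.0114 in the 6 divisions. Dividing the controls in this way pushes r downwards, because a litter in which the control is high lowers one contrast and raises the other. Changes taken within litters do not have this fault: r was 0.344 when all litters served both concentrations, and 0.0021 to 0.124 in the 6 divisions in which 1 litter served one concentration and the other 2 litters the other, where single mice also add noise. How much of the positive correlation comes from the shared controls was not separated from that noise.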
